# Analysis of a conserved cellulase transcriptional regulator reveals inducer-independent production of cellulolytic enzymes in *Neurospora crassa*

**DOI:** 10.1002/mbo3.94

**Published:** 2013-06-14

**Authors:** Samuel T Coradetti, Yi Xiong, N Louise Glass

**Keywords:** *Aspergillus*, biofuels, cellulase, *Neurospora*, transcriptional regulation

## Abstract

Cellulose is recalcitrant to deconstruction to glucose for use in fermentation strategies for biofuels and chemicals derived from lignocellulose. In *Neurospora crassa*, the transcriptional regulator, CLR-2, is required for cellulolytic gene expression and cellulose deconstruction. To assess conservation and divergence of cellulase gene regulation between fungi from different ecological niches, we compared *clr-2* function with its ortholog (*clrB*) in the distantly related species, *Aspergillus nidulans*. Transcriptional profiles induced by exposure to crystalline cellulose were similar in both species. Approximately 50% of the cellulose-responsive genes showed strict dependence on functional *clr-2/clrB*, with a subset of 28 genes encoding plant biomass degrading enzymes that were conserved between *N. crassa* and *A. nidulans*. Importantly, misexpression of *clr-2* under noninducing conditions was sufficient to drive cellulase gene expression, secretion, and activity in *N. crassa*, to a level comparable to wild type exposed to Avicel. However, misexpression of *clrB* in *A. nidulans* was not sufficient to drive cellulase gene expression under noninducing conditions, although an increase in cellulase activity was observed under crystalline cellulose conditions. Manipulation of *clr-2* orthologs among filamentous fungi may enable regulated cellulosic enzyme production in a wide array of culture conditions and host strains, potentially reducing costs associated with enzyme production for plant cell wall deconstruction. However, this functionality may require additional engineering in some species.

## Introduction

Saprotrophic fungal species are major agents of plant decay in the environment (Kominkova et al. 2000; Hieber and Gessner 2002), with influences on the global carbon cycle (Heimann and Reichstein 2008), local nutrient flows (Frey et al. 2003), and the historic accumulation of fossil fuel deposits (Floudas et al. 2012). Depolymerization of cellulose for biotechnological applications is currently assisted by large-scale production of fungal enzyme mixtures and their application to pretreated plant biomass. However, commercially available enzyme mixtures for cellulose degradation remain prohibitively expensive for current saccharification processes (Margeot et al. 2009). A greater understanding of fundamental aspects of fungal enzyme synthesis and secretion is required, including defining regulatory networks that control enzyme production. Regulated control of cellulase gene expression across divergent fungal species would allow for high productivity of varied enzyme mixtures under a range of growth conditions and media compositions.

To elucidate the fungal potential for plant cell wall deconstruction and explore how environmental factors affect the production of enzymes mediating decay, we study regulatory mechanisms associated with cellulose degradation in two distantly related model filamentous fungi, *Neurospora crassa* and *Aspergillus nidulans*. In nature, *N. crassa* is associated with plant material that has been killed by fire (Perkins and Turner 1988). *A. nidulans* is a more cosmopolitan species and has been isolated from a variety of substrates including dead plant matter (Klich 2002). Both *N. crassa* and *A. nidulans* have a wide array of genomic, genetic, and biochemical tools that make these two species an ideal platform for comparative analyses of processes associated with plant cell wall deconstruction.

The production of hydrolytic plant cell wall degrading enzymes in filamentous fungi, including *N. crassa* and *A. nidulans* is dependent upon a release from carbon catabolite repression (CCR) as well as induction in response to the presence of plant cell wall material (Ruijter and Visser 1997; Mach and Zeilinger 2003; Aro et al. 2005; Andersen et al. 2008; Portnoy et al. 2011; Sun and Glass 2011; Zhou et al. 2012). In a previous study, we identified a zinc binuclear cluster transcription factor, CLR-2 (NCU08042), that is essential for induction of genes encoding cellulases (Coradetti et al. 2012); the expression of *clr-2* is induced in the presence of plant cell walls (*Miscanthus*), cellulose, or cellodextrins (Tian et al. 2009; Znameroski et al. 2012). An *N. crassa* strain containing a deletion of *clr-2* is unable to utilize cellulose as a sole carbon source and fails to induce ∼2/3 of the genes identified in the “Avicel regulon” (Coradetti et al. 2012). *clr-2* is highly conserved in filamentous ascomycete fungi; a strain carrying a deletion of the *A. nidulans* ortholog of *clr-2* (*clrB)* also failed to induce a number of cellulolytic genes and lacked cellulase activity (Coradetti et al. 2012).

Here, we generated the first set of RNA-seq data from both wild-type *A. nidulans* and a Δ*clrB* mutant in response to carbon starvation or crystalline cellulose. In-depth comparative analyses of these data with published *N. crassa* wild type and Δ*clr-2* data unraveled both conserved and divergent genes associated with the CLR-2 versus the ClrB regulons in these two distantly related species. Importantly, we found that misexpression of *clr-2* in *N. crassa* induced cellulase gene expression and activity under noninducing conditions and also increased cellulase activity when the misexpression strain was exposed to crystalline cellulose. To our knowledge, this is first report of that the manipulation of one gene can circumvent the dependence of inducers for cellulase production. Our experiments suggest that the manipulation of *clr-2* orthologs among filamentous fungi holds great potential for the identification and characterization of new enzymes. These studies will increase our understanding of mechanistic aspects of plant cell wall deconstruction and the development of optimal enzyme cocktails for cellulose degradation.

## Experimental Procedures

### Strains

The wild-type *N. crassa* reference strain and background for mutant strains were OR74A (FGSC 2489) (Colot et al. 2006). The deletion strains for *clr-2* (FGSC 15,835) were obtained from the Fungal Genetics Stock Center (http://www.fgsc.net/) (McCluskey 2003). The *clr-2* misexpression strain was constructed by transforming a *his-3 rid-1 Δsad-1;* Δ*clr-2 A* mutant with a variant of plasmid pMF272, where the open reading frame and 3′ untranslated region (UTR) of *clr-2* were placed under the control of the promoter and 5′ UTR of the clock-controlled gene 1 (*ccg-1*). Transformants were selected for histidine prototrophy and backcrossed to a *his-3;* Δ*clr-2 A* strain to obtain a *his-3::pccg-1-clr-2 rid-1 Δsad-1;* Δ*clr-2 A* homokaryotic strain.

The *A. nidulans* reference strain was FGSC 4A. The Δ*clrB* deletion strain was constructed previously (Coradetti et al. 2012). The *clrB* misexpression strains were constructed by transforming a Δ*clrB* mutant (Δ*clrB*::*pyrG pyroA4 pyrG89*) with a DNA fragment consisting of the *Aspergillus fumigatus pyroA* gene, the *gpdA* (Punt et al. 1990) or the *alcA* (Waring et al. 1989) promoter and the coding region, and 3′ UTR of either *clrB* or *clr-2* inserted into the *pyrG* locus. Transformants were selected for pyridoxine prototrophy (Nayak et al. 2006). The DNA fragments were generated by fusion PCR and transformation was carried out as described previously (Szewczyk et al. 2006).

### Culture conditions

*N. crassa* cultures were grown on Vogel's minimal medium (VMM) (Vogel 1956); carbon sources were 2% w/v unless otherwise noted. Strains were inoculated into 3 mL VMM slants and grown at 30°C in the dark for 48 h, then at 25°C in constant light for 4–10 days to stimulate conidia production. Conidia were inoculated into 100 mL of liquid media at 10^6^ conidia/mL and grown at 25°C in constant light and shaking (200 rpm).

*A. nidulans* cultures were grown on *A. nidulans* minimal medium (MM) (Vishniac and Santer 1957). Carbon sources were 2% w/v unless otherwise noted. Conidia were grown on sucrose MM slants, then inoculated into 100 mL liquid media at 3 × 10^6^ conidia/mL and grown at 37°C in constant light and shaking (200 rpm). These culture conditions were optimal for cellulose utilization by each species in pilot experiments and are in line with previous studies on each species. The higher temperature and inoculum used for *A. nidulans* allowed for comparable biomass accumulation to *N. crassa* cultured over the same period, which was chosen as the best practical basis comparison between the two species.

### Media shift experiments

Cultures were grown 16 h on sucrose (or 1% glucose for the *A. nidulans* RNA-seq experiments), centrifuged at 2000 g for 10 min, and washed in VMM or MM (Vogel 1956) without a carbon source. Mycelia were resuspended in 100 mL VMM or MM with 2% carbon source (sucrose, cellulose [Avicel® PH-101, Sigma Aldrich, MO]) or with no carbon source added. Total RNA was extracted as described in Tian et al. (2009) at 4 h after shift for *N. crassa* cultures and 6 h after shift for *A. nidulans* cultures. These time points were selected as the earliest points of full cellulase gene induction by preliminary RT-PCR time course experiments. For enzyme activity assays, culture supernatants were sampled at 6, 12, 24, 36, 48, and 72 h (and 96 h for *A. nidulans*), centrifuged at 3000 g twice to remove mycelia, and stored at 4°C for prior to analysis. At the end of the time course experiments, fungal biomass was harvested, dried, and weighed. The relative proportion of mycelia to residual Avicel was calculated by solubilizing fungal biomass in boiling acetic nitric reagent as in Updegraff (1969), washing the residual mass thoroughly, then drying, and reweighing.

One mutant strain (Pg2) required alternate media switch conditions due to low growth and conidiation. Pg2 conidia were inoculated in 3 mL 1% glucose MM and grown 3 days at 37°C in constant light and shaking (200 rpm). Cultures were then washed in MM with no carbon and switched to 3 mL MM with 2% Avicel, 2% glucose, or no carbon source. Other *A. nidulans* strains used in RT-PCR experiments were cultured similarly, but with only 24 h pregrowth in 1% glucose to achieve similar biomass to Pg2.

### RNA sequencing and transcript abundance

Libraries were prepared with standard protocols from Illumina Inc (San Diego, CA) and sequenced on the Illumina Genome Analyzer IIx and HiSeq 2000 platforms. Sequenced libraries were mapped against predicted transcripts from the *N. crassa* OR74A genome (Galagan et al. 2003) (http://www.broadinstitute.org/annotation/genome/neurospora/MultiHome.html) or the *A. nidulans* FGSC A4 genome http://www.broadinstitute.org/annotation/genome/aspergillus_group/MultiHome.html (Galagan et al. 2005) with Tophat v2.0.4 (Langmead et al. 2009). Transcript abundance (Fragments per Kilobase exon length per Megabase mapped, FPKM) was estimated with Cufflinks v2.0.2 (Roberts et al. 2011) mapping against reference isoforms. Profiling data are available as a supplemental Data S1 and at the GEO (http://www.ncbi.nlm.nih.gov/geo/; Series Record GSE44100). Raw counts for reads mapping to unique exons were tallied with HTSeq (Anders and Huber 2010) and used as inputs for the DESeq software packages. Genes with a multiple hypothesis–adjusted p-value below 0.05 and at least fourfold induction on Avicel were selected as belonging to the Avicel regulon and used for further analyses.

Orthologous gene pairs were taken from the fungal orthogroups repository (http://www.broadinstitute.org/regev/orthogroups/) and supplemented by a best reciprocal blast search for recently added or revised gene models in the *N. crassa* and *A. nidulans* genomes. In few cases, Avicel-induced genes had an ortholog listed in the repository with very low expression and a second close homolog with similar sequence conservation which showed specific induction. In those cases, the induced homolog was selected as the likely ortholog. For each species, specifically induced genes without a clear ortholog were used as BLAST queries against the other genome. The most significant alignment (*E*-value <10^−50^) was taken as a possible paralog. In some cases this procedure matched several paralogs in one species to a single gene in the other. These pairings were treated as distinct entries for clustering analysis. Genes with very low expression (FPKM <5 on Avicel) were filtered from the cross-species clustering analysis. For clustering of orthologous and paralogous pairs of genes, FPKM were log transformed and normalized on a per gene basis such that the highest value recorded in any sample for either member of the pairing was set to 1. The normalized values were then scaled and centered to set 1 FPKM to −1 and the maximal FPKM to 1 for clustering. Average linkage clustering was performed with Cluster 3.0 (de Hoon et al. 2004) using Pearson correlation as the similarity metric.

For clustering of WT and mutant *clr-2/clrB* libraries in each species, FPKM were log transformed then normalized and centered on per gene basis with Cluster 3.0 standard settings, such that values from each gene ranged from −1 (minimum/uninduced value) to 1 (maximum/induced value) and clustered with *K*-means clustering with Euclidean distance as the similarity metric.

### Enzyme activity assays

CMCase and xylanase activity of culture supernatants was assayed with Remazolbrilliant Blue R-conjugated carboxymethyl cellulose (CMC) and xylan (birchwood) kits from Megazyme (Wicklow, Ireland). Briefly, in these assays enzyme activity is measured by the release of ethanol soluble short-chain dye-conjugated oligomers from the long-chain substrates, followed by quantification with a UV spectrophotometer. Total protein was determined with the Bradford assay from BioRad (Hercules, CA). Cellulase activity was measured as previously reported (Tian et al. 2009) with minor adjustments. A 200 μL aliquot of culture supernatant was added to a final volume of 1 mL 1% Avicel in 50 mmol/L sodium acetate and incubated with shaking at 37°C overnight. Released glucose and cellobiose levels were measured by high performance liquid chromatography.

### Variation and statistical significance

All error bars on charts and figures represent standard deviation from biological triplicate samples unless otherwise noted.

## Results

### A comparison of the Avicel regulons of *A. nidulans* and *N. crassa* reveals conserved clusters of genes

To comprehensively compare the CLR-2/ClrB regulons in these two evolutionarily divergent species, we first characterized the transcriptional response of *A. nidulans* to Avicel. 

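RNA of wild-type *A. nidulans* was sequenced from 3 samples on 2% w/v Avicel, a microcrystalline cellulose, and from 3 samples without a carbon source, all taken 6 h after the shift from cultures grown for 16 h at 37°C. The authors mapped reads to predicted transcripts with Tophat v2.0.4, counted those on unique exons with HTSeq and compared the counts with DESeq. The authors' deposited table lists 10596 genes, each with the authors' mean of normalized counts per medium (read counts divided by the DESeq size factor of their library), a fold, a p-value and an adjusted p-value. It holds no value per sample, so no standard deviation accompanies any gene below. The paper calls the averaged RNA-seq samples biological replicates (Fig. 1E), and the p-values rest on 3 per medium. In genes with few reads the means move in steps of whole reads, and these steps gave the size factors of the libraries. The 3 factors were 1.03, 1.03 and 0.807 on Avicel and 1.09, 1.04 and 1.04 without carbon. Multiplied by the column sums, they amount to an estimated 4.83e+07, 4.80e+07 and 3.77e+07 counted reads on Avicel and 4.61e+07, 4.41e+07 and 4.39e+07 without carbon, and which library came from which sample is not known. All folds given here are Avicel over no carbon and were computed from the authors' means, since the stored folds run the other way. The median log2 fold of the 8571 genes with an overall mean of at least 100 was -0.05. The Avicel column sums to 1.10 times the no carbon column, and dividing each column by its sum instead would lower every log2 fold by 0.14. No fold was given for 48 genes listed at 0 on Avicel and 87 listed at 0 without carbon.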

To compare its Avicel regulon with that of *N. crassa A. nidulans* wild-type strains were switched from a simple carbon source, glucose to Avicel, or no carbon source media; transcriptional profiles of the switched cultures were analyzed with RNA-seq. Genes strongly induced on Avicel (>fourfold transcript abundance with a statistical significance beyond a 5% false discovery rate, as calculated with DESeq) were compared between the two species (Fig. 1; Data S1).

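For *N. crassa*, 3 wild-type samples on Avicel and 3 without carbon had been taken 4 h after the shift, following 16 h on sucrose at 25°C, and the authors' deposited table holds 9582 genes in the same columns. Its libraries were uneven in depth: the size factors were 0.957, 0.884 and 0.169 on Avicel and 2.68, 2.51 and 1.03 without carbon. The same estimate gave 5.49e+07, 5.07e+07 and 9.67e+06 counted reads on Avicel and 1.12e+08, 1.05e+08 and 4.30e+07 without carbon. The largest *N. crassa* size factor was 15.9 times the smallest, against 1.35 times in *A. nidulans*. The median log2 fold of the 7863 genes with an overall mean of at least 100 was 0.01. The Avicel column was 1.37 times the no carbon column in sum, which would lower every log2 fold by 0.45 if each column were divided by its sum. A gene was counted as induced when the adjusted p in the authors' deposited table was under 0.05 and the authors' mean was at least 4 times higher on Avicel, and as lower when it was at least 4 times lower. A gene that met the adjusted p alone is said to have risen or fallen. Genes listed at 0 in 1 medium were called by the p-value and given no fold; these were 170 on Avicel and 23 without carbon. The Data S1 sheets of both comparisons could be read for 1999 genes each, and all 1999 Avicel means matched the deposited means within 0.001%. The species also differed in base medium, inoculum, temperature, hours after the shift and pregrowth sugar, and the paper describes the wild-type *N. crassa* data as already published. No difference between them can therefore be assigned to the species alone.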

**Figure 1:**
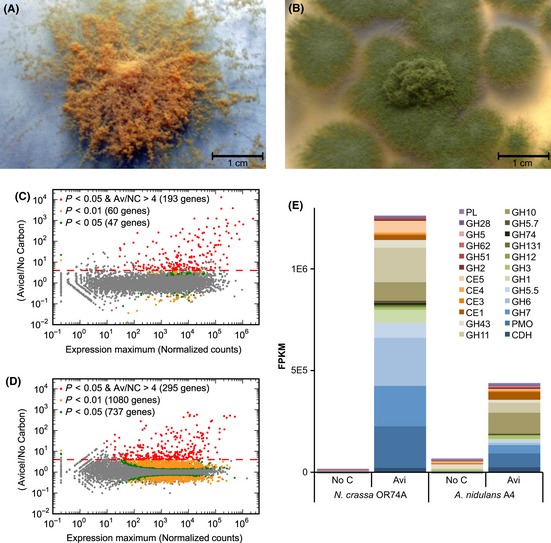
The Avicel regulons of *N. crassa* and *A. nidulans*. (A) Photograph of *N. crassa* grown on a Petri dish showing mycelia and conidia (orange). (B) Photograph of *A. nidulans* grown on a Petri dish showing mycelia and conidia (green). (C) Relative mRNA abundance of *N. crassa* exposed to Avicel versus no carbon conditions. Genes showing significant differential expression are colored by adjusted P-value. (D) Relative mRNA abundance of *A. nidulans* exposed to Avicel versus no carbon source conditions. Genes showing significant differential expression are colored by adjusted *P*-value. (E) Total expression from RNA-seq data of genes encoding the major classes of plant cell wall carbohydrate-active enzymes (CAZy; (Cantarel et al. 2009)) from a WT *N. crassa* culture shifted to media with no carbon source or to Avicel and from a WT *A. nidulans* culture shifted to media with no carbon source or to Avicel. FPKM (Fragments Per Kilobase per exon per Megabase mapped) for individual genes were averaged between biological replicates and pooled by CAZy class. Classes acting primarily on crystalline cellulose are shown in blue, classes acting primarily on hemicellulose are shown in brown and orange, and classes acting primarily on pectin are colored in purple.

Both *N. crassa* and *A. nidulans* exhibited a broad and similar transcriptional response to Avicel with several hundred genes meeting the conservative criteria for specific induction (Fig. 1C, D). 

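The largest rise on Avicel in *N. crassa* was that of *gh61-4* (NCU01050, chromosome V from 2769232 to 2770004 in assembly NC12), which encodes a polysaccharide monooxygenase that cleaves cellulose by oxidation. The authors' mean went from 12.5 normalized counts without carbon to 161773 on Avicel, a log2 fold of 13.66. The xylanase gene *gh10-1* (NCU05924) had a log2 fold of 11.83. In *A. nidulans* the GH131 gene AN7598 led with 9.49, ahead of the α-arabinofuranosidase gene *axhB* (AN2632) with 9.16 and the monooxygenase gene AN10419 with 9.12. In all, 194 *N. crassa* genes and 298 *A. nidulans* genes were induced, with a median fold of 14.5 and 8.12 respectively, and 41 and 28 of them rose at least 100-fold. Induced genes took 23.4% of the normalized counts on Avicel and 0.786% without carbon in *N. crassa*, and 9.30% and 0.531% in *A. nidulans*. In the other direction, 33 *N. crassa* genes were lower on Avicel, against 2 *A. nidulans* genes, AN8980 (log2 fold -2.52) and AN7238 (-2.05, named after its value was seen), whose call would end without 1 Avicel library (-1.91). By the adjusted p alone, the authors' deposited tables call 255 *N. crassa* genes higher and 45 lower, and 1278 *A. nidulans* genes higher and 834 lower. All 193 and 295 genes of the Data S1 regulons were among the induced genes; the others were NCU09765, AN12021, AN12276 and AN12394, named after their values were seen and each listed at 0 without carbon. Markers of conidia, the other cell type these cultures could hold, leaned lower on Avicel without passing the test over all genes. The median log2 fold was -1.61 over 5 *N. crassa* markers and -0.97 over 4 *A. nidulans* loci listed from general knowledge before the deposited tables were seen, and 2 in each species fell when adjusted over the list alone. The *N. crassa* median lay at percentile 0 of 10000 random lists of the same size and mean, and the *A. nidulans* list was too short to be placed. The conidial hydrophobin gene *eas* (NCU08457) had a log2 fold of -2.15 (adjusted p 0.0506 in the authors' deposited table), *con-10* (NCU07325) had -1.90, and AN1937 had -1.67. Reads of all 6 libraries could be recovered for 10 induced *N. crassa* genes and 46 induced *A. nidulans* genes with few reads. Every Avicel library exceeded every no carbon library in 10 and 45 of these, which had been called higher on Avicel beforehand, and in 74 of all 1631 and 379 of all 1910 such genes, where chance gives 5%. Without the Avicel library of fewest reads, 8 of the 10 and 42 of the 46 kept a rise of at least 4-fold.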

The magnitude of this induction was greater in *N. crassa*, however, particularly for enzyme classes with predicted function in the degradation of crystalline cellulose, such as genes encoding enzymes in the glycoside hydrolase (GH; (Cantarel et al. 2009)) 7 family (cellobiohydrolase I), GH6 family (cellobiohydrolase II), polysaccharide monooxygenases (formerly GH61 family), and GH5 family (endoglucanases) (Fig. 1E). 

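*cbh-1* (NCU07340, chromosome IV from 4311049 to 4314145), which encodes cellobiohydrolase I, rose by a log2 fold of 10.24 on Avicel, and its *A. nidulans* ortholog *cbhA* (AN5176) by 8.94. Cellobiohydrolase II genes *gh6-2* (NCU09680) and *cbhC* (AN5282) rose by 9.78 and 8.92, and endoglucanase genes *gh5-1* (NCU00762) and *eglA* (AN1285) by 11.90 and 8.22. Summed over all listed genes of a class, the authors' means rose 962-fold in *N. crassa* and 172-fold in *A. nidulans* for GH7, 670-fold and 153-fold for GH6, 179-fold and 24.8-fold for the polysaccharide monooxygenases (PMO), and 3825-fold and 298-fold for the GH5 endoglucanases of subfamily 5. The cellobiose dehydrogenases rose 334-fold in *N. crassa*, where *cdh-1* (NCU00206) had a log2 fold of 9.48 and *cdh-2* (NCU05923) was not induced, and 516-fold in *A. nidulans*, where AN7230 had 9.01. Over these 5 classes, 25 *N. crassa* genes rose 497-fold in sum and 15 *A. nidulans* genes rose 72.6-fold. Taken gene by gene, their mean log2 fold was 5.73 in *N. crassa* and 5.80 in *A. nidulans*, a difference of -0.08 (two-sided permutation test, p = 0.958). These means weigh every listed gene alike, including genes that were not induced, of which the *N. crassa* lists held more. Examples are *gh7-3* (NCU04027, -1.36, with a mean of 0.348 on Avicel) and *gh61-10* (-1.11) in *N. crassa*, and AN1041 (0.84) in *A. nidulans*. The means therefore do not compare induced genes alone. Of the GH7 genes, 3 of 5 were induced in *N. crassa* (4 when adjusted over the list alone) and 3 of 3 in *A. nidulans*; for GH6 these were 2 of 3 and 2 of 2, for cellobiose dehydrogenase 1 of 2 and 1 of 1, and for GH5 1 of 1 in both, with the same counts when adjusted over the list alone. The mean log2 fold of the PMO genes was 1.5 higher in *N. crassa* (two-sided permutation test, p = 0.442, adjusted p = 0.552), and that of the GH7 genes differed by -2.0 (two-sided exact permutation test, p = 0.643, adjusted p = 0.742), among 15 lists compared between the species. β-Glucosidases, which split cellobiose, rose 39.4-fold in sum in *N. crassa*, with 4 of 7 genes induced, and 1.42-fold in *A. nidulans*, where 3 of 15 were induced, 5 rose and 3 fell, with the same counts when adjusted over the list alone (difference 2.21, two-sided permutation test, p = 0.0845, adjusted p = 0.174). The lists were written before the deposited tables were seen but after Data S1 had been read, so the induction of their regulon members was known. Class sums have no test, and genes of a list are not independent replicates. The FPKM of Data S1 cover regulon genes only, and their sums rose 529.9-fold in *N. crassa* and 464-fold in *A. nidulans* for cellobiose dehydrogenase, 312-fold and 315-fold for the PMO genes, and 65.4-fold and 20.0-fold for the β-glucosidases. Over these same regulon genes, a set chosen after seeing the FPKM sums, the normalized counts rose 716-fold and 516-fold, 325-fold and 348-fold, and 65.9-fold and 19.9-fold, so the turned order for cellobiose dehydrogenase and the closed gap for the PMO genes came with leaving out genes outside the regulon, such as *cdh-2*. Over the 5 classes, these genes rose 693-fold and 269.8-fold on counts. From the means, the *A. nidulans* PMO sum rose 3.42-fold without AN3860, and its GH6 sum 486-fold without *cbhD*.

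**Figure D1:**
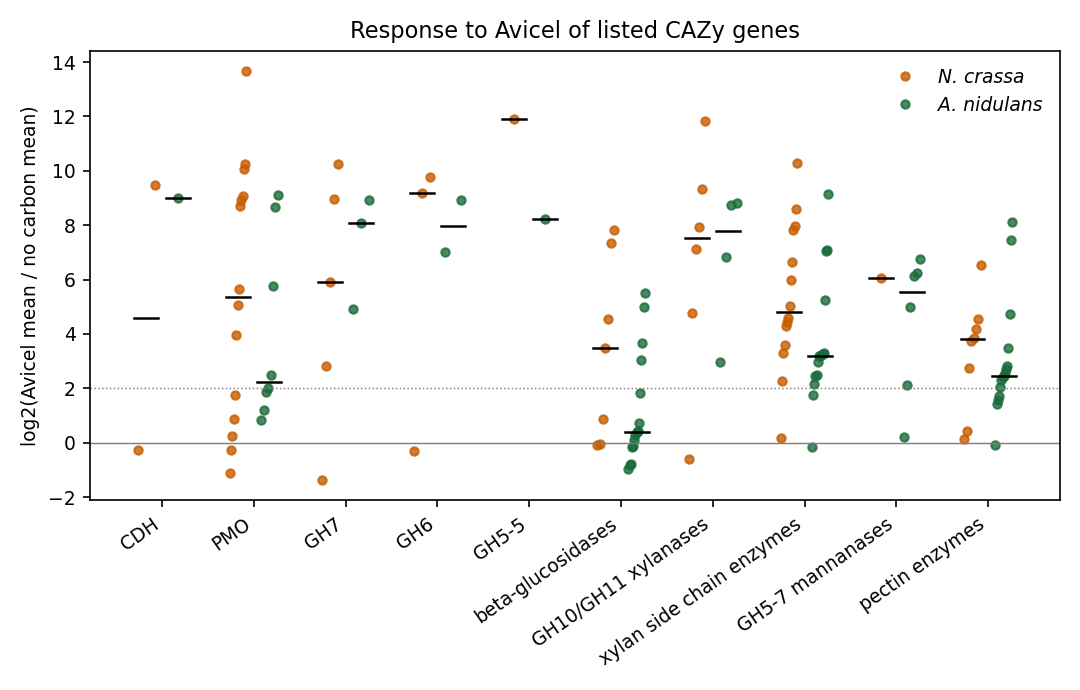
Log2 fold (Avicel over no carbon) of each listed gene of the cellulose, hemicellulose and pectin classes in *N. crassa* and *A. nidulans*, from the authors' means. Points are genes, bars are class medians, and the dotted line marks the 4-fold criterion at a log2 fold of 2.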

To compare enzyme activity and protein secretion, supernatants from *N. crassa* and *A. nidulans* cultures shifted to either Avicel or sucrose were evaluated. Enzyme activity on amorphous cellulose (carboxymethyl cellulose) and xylan was significantly higher from *A. nidulans* Avicel-grown supernatants as compared with *N. crassa* (Fig. 2A, B). However, enzyme activity on crystalline cellulose was significantly higher for Avicel supernatants from *N. crassa* (Fig. 2D, F). *N. crassa* also secreted more protein, consumed more cellulose, and accumulated more biomass on Avicel than *A. nidulans* (Fig. 2C, E). These results reflected the observed transcriptional differences between *N. crassa* and *A. nidulans* in genes encoding enzymes with predicted activity on crystalline cellulose (Fig. 1E).

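As a share of all normalized counts on Avicel, GH7 genes held 4.46% in *N. crassa* and 0.662% in *A. nidulans*, GH6 genes 2.24% and 0.158%, PMO genes 1.76% and 0.630%, and the GH5 endoglucanases 0.752% and 0.158%. *cbh-1* alone held 4.18%, the highest of any *N. crassa* gene on Avicel, up from 0.00473% without carbon. The cellobiose dehydrogenases held a larger share in *A. nidulans*, 0.729% against 0.493%. Together the 5 classes held 9.70% of the *N. crassa* counts on Avicel and 0.0267% without carbon, and in *A. nidulans* 2.34% and 0.0355%. Xylanases of GH10 and GH11 held 2.84% on Avicel in *N. crassa* and 1.57% in *A. nidulans*, where the xylanase gene *xlnC* (AN1818) was second of all genes with 1.10%. β-Glucosidases held 1.5% and 0.891%. The list of xylan side chain enzymes, which also includes β-xylosidases, held 1.54% and 0.642%. These shares are of counts not corrected for gene length, over the authors' means of 3 libraries per medium, and differences between the species were not tested at this level. The paper describes its culture and enzyme measurements (Fig. 2) as a reflection of the transcript differences (Fig. 1E), and only the transcripts were analysed here.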

**Figure 2:**
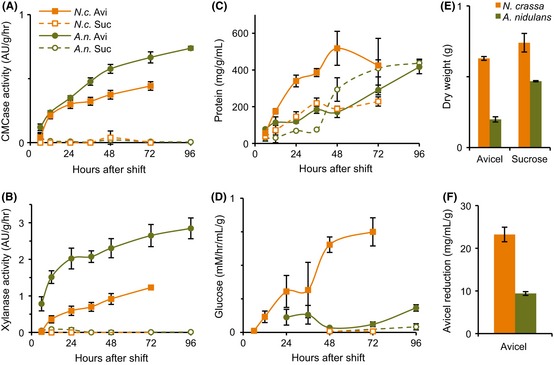
Time course of enzyme activity from *N. crassa* and *A. nidulans* culture supernatants. (A) CMCase activity of culture supernatants from *N. crassa* or *A. nidulans* cultures shifted to either Avicel or sucrose, as measured by cleavage of dye-conjugated CMC. (B) Xylanase activity of culture supernatants from *N. crassa* or *A. nidulans* cultures shifted to either Avicel or sucrose, as measured by cleavage of dye-conjugated xylan. (C) Secreted protein in *N. crassa* or *A. nidulans* supernatants from cultures shifted to either Avicel or sucrose, as determined by Bradford assay. (D) Cellulase activity, as determined by sugar release from Avicel, of *N. crassa* or *A. nidulans* supernatants from cultures shifted to either Avicel or sucrose. (E) Final mycelia dry weights 72 and 96 h after shift of *N. crassa* and *A. nidulans* cultures to sucrose or Avicel. Biomass in Avicel cultures was estimated by degrading mycelia and weighing the recalcitrant fraction (Updegraff 1969). (F) Cumulative breakdown of Avicel normalized to final dry weight of cultures. (A–D) All data points normalized to final culture biomass as in (E).

To assess the conservation of the Avicel regulon between *N. crassa* and *A. nidulans* on a gene-by-gene basis, expression of orthologous and paralogous gene pairs was sorted with hierarchical clustering. 

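Among ortholog pairs induced in both species, the largest differences in either direction came from PMO and pectate lyase genes. The PMO gene *gh61-5* (NCU08760) exceeded its ortholog AN1602 by 8.05 in log2 fold, and the acetylxylan esterase gene *ce5-3* (NCU09664) exceeded AN5309 by 6.15, although the log2 fold of *ce5-3* becomes 9.52 without 1 of its no carbon libraries. At the other end, the pectate lyase gene NCU06326 differed from its ortholog *pelA* (AN0741) by -4.73, and the PMO gene *gh61-2* (NCU07760) differed by -4.68; these 4 pairs were chosen after their values were seen. Each *N. crassa* gene was set against the mean log2 fold of its *A. nidulans* partners. Of 44 *N. crassa* genes whose pairs were induced in both species, 24 had the larger log2 fold in *N. crassa*, and the median difference was 0.39 (two-sided sign-flip permutation test, p = 0.216). Over all 169 *N. crassa* genes with a pair in Data S1, 91 had the larger fold in *N. crassa*, with medians of 2.51 and 2.25 and a median difference of 0.68 (p = 0.225, same permutation test). With 10 added to each mean, 28 of the 44 were larger in *N. crassa* and the median difference was 0.55 (p = 0.0263, same permutation test). With each column divided by its sum, a setting added after seeing the data, 22 were larger, with a median difference of 0.07 (permutation p = 1.0), and on the FPKM of Data S1 23 were, with 0.13 (permutation p = 0.832). Pairs are genes of the same samples and not independent replicates. Some *A. nidulans* genes also served more than 1 *N. crassa* gene, as AN6428 did for *gh61-6* and *gh61-12*.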

Among genes with likely orthologs in each species, 10 gene expression clusters were identified (Fig. 3; Data S1). Cluster O1 consisted of genes strongly induced in *N. crassa* under Avicel conditions, but with very low expression in *A. nidulans*. This cluster included genes encoding two putative transporters (NCU01633/AN4277 and *cdr4* NCU05591/AN0771), a β-glucosidase *gh3-6/bglB* (NCU07487/AN0712), as well genes encoding six additional secreted carbohydrate-active enzymes (CAZy; http://www.cazy.org), an acetylcholine esterase (NCU08752/AN7407), and a monooxygenase (NCU7055/AN8199).

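All 16 *N. crassa* genes of this cluster were induced, and the *A. nidulans* members had lower counts: the median of the authors' means on Avicel was 28964 normalized counts in *N. crassa* and 233 in *A. nidulans*. The transporter gene NCU01633 rose by a log2 fold of 2.67, while AN4277 had -0.49. NCU05591, an ABC transporter gene, rose by 2.27 and AN0771 by 1.28 (adjusted p 0.00108 in the authors' deposited table). The β-glucosidase gene *gh3-6* rose by 7.33, while *bglB* had -0.15. The esterase gene NCU08752 rose by 4.40, while AN7407 had 0.93, and the monooxygenase gene NCU07055 rose by 2.66, while AN8199 had 0.32. The median log2 fold was 4.41 in *N. crassa* and 1.10 in *A. nidulans*, where 7 of 16 genes rose and 5 were induced. The strongest of these 5 was the pectin methylesterase gene *pmeA* (AN3390), with 8.12 from a mean of 0.628 to 174 normalized counts, the lower mean resting on 2 reads (7.53 without 1 library). The others, AN1542, AN1591, AN1602 and AN5463, had 2.15, 2.52, 2.01 and 3.20 and were named after their values were seen; without 1 library AN1602 has 1.66, which would end its call, and AN5463 has 2.60. The study drew this and the other clusters from these same samples, so their counts are not independent evidence, and no test between the species was made on them.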

**Figure 3:**
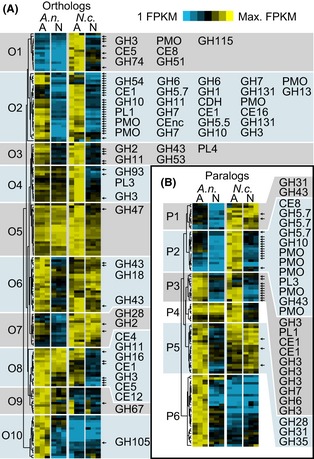
Hierarchical clustering of orthologous and paralogous genes induced by exposure to Avicel in *N. crassa* and *A. nidulans*. (A) Hierarchical clusters of FPKM for ortholog pairs (O1-O10) for which at least one member passed criteria for specific induction under either Avicel [A] or no carbon source [N] conditions. *A.n. *= *Aspergillus nidulans; N.c. = Neurospora crassa*. (B) Hierarchical clusters of FPKM for paralogous pairs (P1-P6) of genes induced under Avicel [A] or no carbon source [N] conditions (see methods for details on paralog selection). Heat maps display log (FPKM) scaled from 1 (bright blue) to the maximal value for each pair (bright yellow). CAZy genes in each cluster are marked with small arrows and listed in order to the right of each cluster.

Cluster O2 consisted of 29 genes strongly and specifically induced on Avicel in both species, 25 of which encoded secreted CAZy proteins (Data S1). These included the most highly expressed and well-characterized cellulases: *cbh-1* (NCU07340, orthologous to both *cbhA* AN5176 and *cbhB* AN0494), *gh6-2* (NCU09680 orthologous to both *cbhC* AN5282 and *cbhD* AN1273), *gh5-1/eglA* (NCU00762/AN1285), and multiple polysaccharide monooxygenases (PMO). 

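Besides *cbhA*, the cellobiohydrolase I gene *cbhB* (AN0494) was induced in *A. nidulans* with a log2 fold of 4.94, as was the cellobiohydrolase II gene *cbhD* (AN1273) with 7.00. Among the PMO genes of this cluster, *gh61-6* (NCU03328) rose by 5.65, *gh61-12* (NCU02344) by 5.06 and *gh61-2* by 3.97, with AN6428 at 5.76 in *A. nidulans*, all named after their values were seen. The hemicellulase members rose as well, with *ce1-1* (NCU04870) at 10.29 and its ortholog in Data S1, the acetylxylan esterase gene *axeA* (AN6093), at 7.11. In all, 23 of 27 *N. crassa* genes were induced, with a median log2 fold of 6.06, and 24 of 26 *A. nidulans* genes, with a median of 7.07. Not induced were NCU00809 (1.53), NCU02478 (1.51), NCU07352 (3.42, adjusted p 1.0 in the authors' deposited table) and *gh61-9* (NCU05969) in *N. crassa*, and *abfB* (AN1571, 1.77) and AN5350 (1.04) in *A. nidulans*, of which all but *abfB* were named after their values were seen. Without carbon the median of the authors' means was 281 normalized counts in *N. crassa* and 242 in *A. nidulans*.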

Cluster O3 consisted of 9 genes strongly induced on Avicel, but with higher expression under starvation conditions than genes in cluster O2 (Data S1). Most of these genes are implicated in pectin or hemicellulose deconstruction. Also included were two transporters: cellodextrin transporter *cdt-1* (NCU00801/AN2814) and a less strongly expressed putative sugar transporter NCU06384/AN3498.

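*cdt-1*, which imports cellodextrins, rose by a log2 fold of 5.85 in *N. crassa*, and AN2814 by 6.32. The second transporter gene rose less, NCU06384 by 2.03 and AN3498 by 1.10 (adjusted p 0.00214 in the authors' deposited table), and the authors' means on Avicel were 666 and 549 normalized counts, against 307888 for *cdt-1* and 140729 for AN2814. The xylanase gene *gh11-2* (NCU07225) had the largest fold of the cluster, 9.32. All 9 *N. crassa* genes were induced and 7 of 9 in *A. nidulans*, with median log2 folds of 4.55 and 3.26. The exceptions in *A. nidulans* were AN3498 and the rhamnogalacturonan lyase gene *rglA* (AN7135), which rose by 1.73 and was named after its value was seen. Without carbon the median of the authors' means was 1287 normalized counts in *N. crassa* and 1409 in *A. nidulans*.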

Clusters O4 and O5 consisted of genes with specific induction under Avicel conditions in *N. crassa*, but relatively constant expression at an intermediate level in *A. nidulans*. These clusters were differentiated mostly by their relative transcript abundances in *N. crassa* under starvation conditions. They included several genes that function in xylose utilization: xylose reductase NCU08384/AN0423, xylitol dehydrogenase NCU00891/AN9064, xylulose kinase NCU11353/AN8790, ribose-5-phosphate isomerase NCU10107/AN5907, mitochondrial triose phosphate isomerase NCU10106/AN5908, and a xylose-specific transporter NCU06138/AN0250 (Du et al. 2010). 

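In O4, the cellodextrin transporter gene *cdt-2* (NCU08114) rose by a log2 fold of 6.94 to a mean of 760385 normalized counts in *N. crassa*, and its ortholog AN8347 rose by 3.15 to 114247. The β-glucosidase gene *gh3-3* (NCU08755) rose by 4.54, while its ortholog *bglA* (AN4102) had 0.11, a pair named after its values were seen. AN8347 and the pectate lyase gene *plyF* (AN6106, 2.41) were the 2 of 15 *A. nidulans* genes of O4 that were induced, and 7 rose. All 15 *N. crassa* genes of O4 and all 22 of O5 were induced, with median log2 folds of 4.76 and 2.45. In *A. nidulans* the medians were 0.58 and -0.49, and in O5 no gene was induced, 1 rose and 6 fell. Among the O5 genes that fell, AN4068 had -1.46 and AN5140 had -1.04, both named after their values were seen. Without carbon, the median of the authors' means was 1049 normalized counts in O4 and 2441 in O5 of *N. crassa*, and 3503 and 3944 in *A. nidulans*. On Avicel these were 34926 and 16672 in *N. crassa*, and 4158 and 3668 in *A. nidulans*. With a 2-fold criterion, 5 of the 15 *A. nidulans* genes of O4 were induced.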

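Every listed gene of xylose use rose in *N. crassa*. Xylose reductase NCU08384 had a log2 fold of 8.20, the transporter NCU06138 5.04, xylitol dehydrogenase NCU00891 4.61 and ribose-5-phosphate isomerase NCU10107 4.06, with 2.91 for xylulose kinase NCU11353 and 2.46 for triose phosphate isomerase NCU10106. In *A. nidulans*, xylose reductase AN0423 rose by 1.68 and the transporter AN0250 by 1.61, and the other 4 genes did not pass the test, with log2 folds from -0.50 for AN5907 to 0.11 for AN9064. Thus 6 of 6 genes were induced in *N. crassa* and 0 of 6 in *A. nidulans*, with the same counts when adjusted over the list alone. The mean log2 fold was 4.55 in *N. crassa* and 0.42 in *A. nidulans*, a difference of 4.13 (two-sided exact permutation test of the species labels, p = 0.00216, adjusted p = 0.0108 over 15 lists). The labels were permuted over single genes and the pairing of orthologs was left out, so this p does not hold for pairs as units. The study chose these genes on the same samples, so the direction is not independent evidence, and genes are not independent replicates.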

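Genes of protein folding and translocation in the endoplasmic reticulum (ER) rose in *N. crassa* and leaned lower in *A. nidulans*. *grp78* (NCU03982, chromosome VI from 2329825 to 2332792), which encodes the ER chaperone BiP, rose by a log2 fold of 2.97, while *bipA* (AN2062) fell by 0.82 (adjusted p 0.0185 in the authors' deposited table). Protein disulfide isomerase gene NCU09223 rose by 2.48, while *pdiA* (AN7436) had -0.51. The chaperone gene *hsp70-6* (NCU09485) rose by 2.06, while AN0847 fell by 1.13. The calnexin homolog NCU09265 rose by 2.41, while *clxA* (AN3592) fell by 0.60. The translocon gene *sec61-1* (NCU08897) rose by 2.31 and AN7721 had -0.49, and NCU06333 rose by 2.27 and AN6269 had -0.63. The last pair on the list, NCU08379 and AN0417, had 2.11 and -1.56 (adjusted p 2.02e-10 for AN0417 in the authors' deposited table). All 7 *N. crassa* genes were induced, while in *A. nidulans* 4 of 7 fell and none rose (6 fell when adjusted over the list alone). The mean log2 fold differed between the species by 3.19 (two-sided exact permutation test, p = 0.000583, adjusted p = 0.00874 over 15 lists), and the medians lay at percentiles 99.9 and 0.270 of random lists of the same size and mean. The permutation tests on these genes left out the pairing of orthologs as well, so their p does not hold for pairs as units. The paper names 6 of these pairs; the pair NCU08379 and AN0417 was added to the list here from the same cluster, and over the 6 named pairs, a set chosen after seeing the data, the difference was 3.11 (two-sided exact permutation test, p = 0.00216). The study grouped all 7 on these samples, so their direction is not independent evidence. With each column divided by its sum, a setting added after seeing the data, the *N. crassa* list median was 1.86, under the 4-fold criterion, in place of 2.31. In *A. nidulans* it was -0.77 in place of -0.63.

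**Figure D2:**
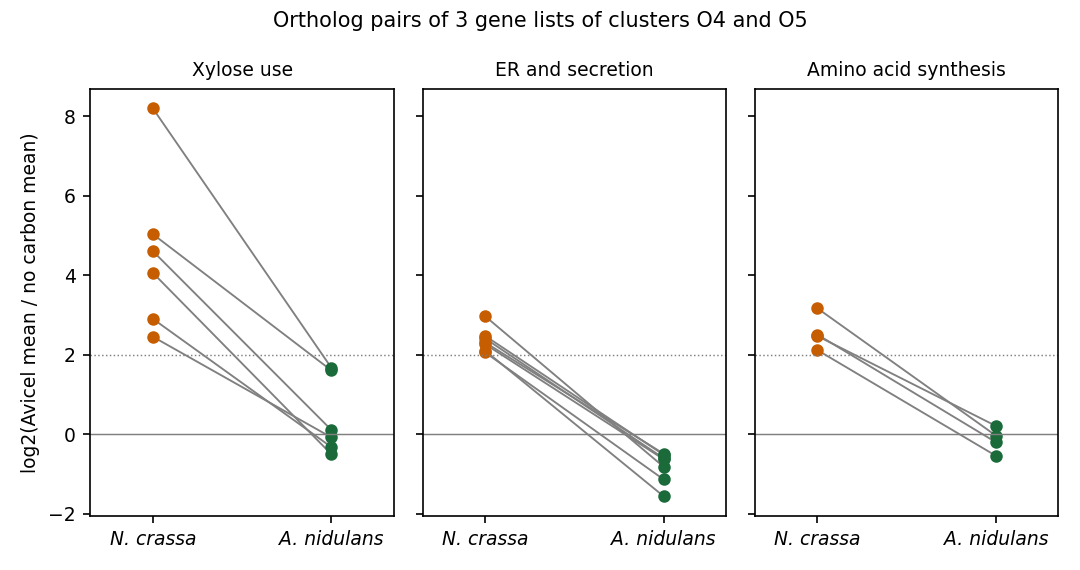
Log2 fold (Avicel over no carbon) of the genes of xylose use, ER and secretion, and amino acid synthesis in *N. crassa* and *A. nidulans*, from the authors' means. Lines join the ortholog pairs of Data S1; all 7 ER and secretion pairs lie above 2 in *N. crassa* and below 0 in *A. nidulans*.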

Six genes with known or suspected roles in protein secretion and trafficking also clustered tightly in O5: *hsp70-6* NCU09485/AN0847, calreticulin/calnexin homolog *clxA* NCU09265/AN3592, *sec61-1* NCU08897/AN7721, *grp78/bipA* NCU03982/AN2062, *SEC62* homolog NCU06333/AN6269, and protein disulfide isomerase A *pdiA* NCU09223/AN7436. Also prominent in these clusters were several genes involved in aspartate/asparagine and aromatic amino acid biosynthesis. 

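In *N. crassa*, *aat-1* (NCU08411), an aminotransferase of aspartate metabolism, rose by a log2 fold of 3.17 and *hom-1* (NCU00554), homoserine dehydrogenase, by 2.12. The tryptophan synthase gene *trp-3* (NCU08409) rose by 2.51 and *aro-6* (NCU05548), of the first step of aromatic synthesis, by 2.47. None of their *A. nidulans* orthologs passed the test: *trpB* (AN6231) had -0.20, *aroF* (AN5701) 0.21, AN1993 -0.03 and AN4793 -0.54. All 4 genes were induced in *N. crassa* and none of 4 in *A. nidulans*, with the same counts when adjusted over the list alone. The difference in mean log2 fold was 2.71 (two-sided exact permutation test, p = 0.0286, the smallest that 4 genes against 4 allow), with an adjusted p of 0.0857 over the 15 lists. Here, too, the pairing of orthologs was left out of the test. The list was taken from the study's own clusters and is not independent evidence.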

The cellulolytic regulators *clr-1/clrA* (NCU07705/AN5808) and *clr-2/clrB* also clustered in O5 and O4, respectively. They showed specific induction in both species, but the magnitude of the change was more dramatic in *N. crassa*.

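*clr-2* (NCU08042, chromosome IV from 4001190 to 4004643) rose by a log2 fold of 6.89, from a mean of 295 to 34926 normalized counts, and *clrB* (AN3369) by 1.32, from 5082 to 12697 (adjusted p 6.12e-06 in the authors' deposited table). *clr-1* rose by 2.21 and *clrA* by 0.79 (adjusted p 0.00376 for *clrA* in the authors' deposited table), so both *A. nidulans* genes rose by less than the 4-fold criterion. Of the other regulators listed, *vib-1* (NCU03725) rose by 2.45 and the xylanase regulator *xlr-1* (NCU06971, named after its value was seen) by 1.93, while the carbon catabolite repressor *cre-1* (NCU08807) had 0.56 and *col-26* (NCU07788) 0.70. In *A. nidulans*, *xprG* (AN1414), AN7610 and AN6195 had 0.02, -0.07 and 0.20; the last 2 are the orthologs of *xlr-1* and *cre-1* as listed from general knowledge. Over the list, 4 of 6 genes rose and 3 were induced in *N. crassa*, and 2 of 5 rose and 0 were induced in *A. nidulans*, with the same counts when adjusted over the list alone. The mean log2 fold was 2.0 higher in *N. crassa* (two-sided exact permutation test, p = 0.0346), with an adjusted p of 0.0866 over the 15 lists.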

Clusters O6 and O7 (Data S1) consisted of 23 and 14 genes, respectively, with specific induction under Avicel conditions in *A. nidulans*, but with relatively constitutive expression in *N. crassa*. They included a few secreted pectinases (arabinosidase *gh43-7* NCU05965/AN7781, exopolygalacturonase *gh28-2* NCU06961/AN8891, GDSL lipase/acylhydrolase NCU06364/AN1792) and intracellular enzymes with activity on pectin breakdown products (L-galactonate dehydratase NCU07064/AN6035, β-xylosidase *gh43-5/bxlD* NCU09652/AN7864, β-galactosidase *gh2-3/lacD* NCU00810/AN3201, and UDP-glucose 4-epimerase NCU05133/AN2951).

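The arabinosidase gene AN7781 rose by a log2 fold of 3.32 in *A. nidulans*, while NCU05965 had 0.19, and the exopolygalacturonase gene AN8891 rose by 2.83, while *gh28-2* had 0.13. AN6035, for L-galactonate dehydratase, rose by 2.74 and AN2951, for UDP-glucose 4-epimerase, by 2.46, while their *N. crassa* orthologs NCU07064 and NCU05133 had 0.22 and 0.88. *lacD*, for β-galactosidase, rose by 2.44, while *gh2-3* had 1.08. On the other hand, 2 of the named pairs were induced in both species: the lipase genes AN1792 and NCU06364 by 3.17 and 2.86, and the β-xylosidase genes *bxlD* and *gh43-5* by 3.19 and 3.28. Of the O6 genes, 21 of 23 were induced in *A. nidulans* and 6 of 23 in *N. crassa*, and of the O7 genes 12 of 14 and 2 of 14. The medians of the log2 folds in *A. nidulans* were 2.26 in O6 and 2.43 in O7, and in *N. crassa* 0.27 and 0.50.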

Cluster O8 had generally higher expression in *A. nidulans*, but more specific induction under Avicel conditions in *N. crassa*. It was most dominated by genes encoding predicted pectinases and hemicellulases (rhamnogalacturonan acetylesterase *ce12-1* NCU09976/AN2528, *faeC* NCU08785/AN5267, acetylxylan esterase *ce5-3* NCU09664/AN5309, *gh11-1/xlnA* NCU02855/AN3613, and mixed-linked glucanase NCU01353/AN0245) and hypothetical proteins. It also included the major secreted β-glucosidase *gh3-4/bglL* NCU04952/AN2828. 

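The β-glucosidase gene *gh3-4* rose by a log2 fold of 3.49 in *N. crassa*, and *bglL* by 0.74 (adjusted p 0.0168 in the authors' deposited table), from a mean of 126497 normalized counts without carbon, the level of an abundant transcript in both media. Enzymes of xylan and pectin rose in both species: the feruloyl esterase genes NCU08785 and *faeC* by 8.02 and 5.25, *gh11-1* and *xlnA* by 7.93 and 6.82, *ce5-3* and AN5309 by 8.60 and 2.46, and *ce12-1* and AN2528 by 3.86 and 2.05. The mixed-linked glucanase genes went apart, with a rise of 2.51 for NCU01353 and a log2 fold of -1.40 for AN0245 (adjusted p 0.00105 for AN0245 in the authors' deposited table). All 16 *N. crassa* genes of O8 were induced, with a median log2 fold of 3.08. In *A. nidulans*, 6 of 16 were induced, 9 rose and 2 fell, with a median of 0.88. Besides AN0245, the gene that fell was AN10230 (-0.63), named after its value was seen. On Avicel the median of the authors' means was 3763 normalized counts in *N. crassa* and 10812 in *A. nidulans*, and without carbon 231 and 2560.4; these levels come from separately normalized tables.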

Clusters O9 and O10 were induced in *A. nidulans*, but not in *N. crassa*. Cluster O9 included several stress response genes (hsp30-like proteins AN3555 and AN2530 orthologous to *hsp30* NCU09364, *hsp78* NCU02630/AN1163, a MFS multidrug transporter NCU00306/AN0732, and a mitochondrial hypoxia-responsive gene NCU02623/AN1066).

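Small heat shock protein genes AN2530 and AN3555 rose by log2 folds of 3.34 and 3.11 in *A. nidulans*, while *hsp30* (NCU09364) had 0.46. The mitochondrial chaperone gene AN1163 rose by 2.83, while *hsp78* had 0.22. The multidrug transporter gene AN0732 rose by 2.98 and AN1066 by 3.50, while NCU00306 had 1.49 and NCU02623 had 2.22, neither past the test (adjusted p 0.814 and 1.0 in the authors' deposited table). Of the O9 genes, 10 of 11 were induced in *A. nidulans* and 1 of 10 in *N. crassa*, NCU00285 with 2.57, named after its value was seen. The median of the *N. crassa* genes was 1.76, against 2.98 in *A. nidulans*. Of the O10 genes, 18 of 18 were induced in *A. nidulans*, with a median of 3.31, and 0 of 18 in *N. crassa*, with a median of -0.27. A list of heat shock genes written after Data S1 had been read had 8 of 8 *A. nidulans* genes that rose and 5 that were induced, led by *hsp104* (AN0858, 3.93), a disaggregase in O6, and 0 of 6 *N. crassa* genes passed the test, also when adjusted over the list alone. Pass counts do not compare the sizes of the changes. *hsp70-1* (NCU09602), the largest of the *N. crassa* list, had 1.30 without passing, while AN8269 rose with 1.15. Among genes with an overall mean of at least 1000 and a 2-fold difference, 34.3% passed in *N. crassa* and 93.2% in *A. nidulans*. The list medians were 0.54 and 2.97. The study had placed 5 and 3 of the listed *A. nidulans* and *N. crassa* genes in its clusters on these samples, so the counts are not independent evidence. Over the 3 others in each species, a set chosen after seeing the data, the mean log2 fold was 1.47 in *A. nidulans* and 0.92 in *N. crassa*, a difference of -0.54 (two-sided exact permutation test, p = 0.2). The smallest p that 3 genes against 3 allow is 0.1, so this test could not have passed.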

Genes with uncertain orthology relations were matched as pairs of cross-species paralogs and clustered by FPKM with the same parameters as the orthologous pairs, yielding 6 major clusters (Fig. 3B; Data S1). 

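In P1, *A. nidulans* genes rose from a low level while their *N. crassa* paralogs were abundant in both media. The polyketide synthase gene AN10430 rose by a log2 fold of 7.22, while its paralog *pks-3* (NCU04865) had -1.15; this pair was chosen after its values were seen. In all, 10 of 11 *A. nidulans* genes of P1 were induced, with a median log2 fold of 3.00, and 3 of 11 in *N. crassa*, with a median of 0.36. P4 was the reverse, with 8 of 8 *N. crassa* genes induced at a median of 3.37 and 0 of 8 *A. nidulans* genes at a median of 0.14. The largest rises in P4 were those of NCU08398 (6.40) and NCU05846 (4.46), and AN3184 was the 1 gene of the *A. nidulans* side that rose (0.72); all 3 were named after their values were seen. The regulator gene *vib-1* belongs to P4 with *xprG* as its paralog.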

Most of the genes encoding CAZy proteins in this set clustered together in P2 and P3. Genes in P2 showed some induction in both species, but with greater magnitude in *N. crassa*. 

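P2 held the PMO genes *gh61-7* (NCU00836), *gh61-1* (NCU02240), *gh61-13* (NCU07898) and *gh61-3* (NCU02916), which rose by log2 folds of 10.27, 9.06, 8.92 and 8.70 in *N. crassa*; the last 3 were named after their values were seen. Mannanase genes of *A. nidulans* in this cluster rose by 6.75 for *manF* (AN9276), 6.25 for *manB* (AN3297) and 4.98 for AN3358 (named after its value was seen), beside NCU08412 with 6.06 in *N. crassa*. The xylanase genes *gh10-2* (NCU08189, named after its value was seen) and *xlnE* (AN7401) rose by 7.12 and 8.76, the latter by 9.60 without 1 no carbon library. All 15 *N. crassa* genes of the cluster were induced, with a median log2 fold of 7.12, and 11 of 15 in *A. nidulans*, with a median of 2.55. The authors' means on Avicel had a median of 86862 normalized counts in *N. crassa* and 1706 in *A. nidulans*. No test between the species was made on these genes, which the study grouped on the same samples.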

Most notable in this group were an expansion of highly expressed PMOs in *N. crassa* and an expansion of endo-β-mannanases (GH5.7) in *A. nidulans*. Genes in cluster P3 were comparably expressed in both species. 

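Both species raised an endoglucanase gene of GH7 in this cluster, *gh7-1* (NCU05057) by a log2 fold of 8.96 and *eglB* (AN3418) by 8.08. *gh6-3* rose by 9.17, to 533848 normalized counts. Its paralog *cbhD* reached 57462. β-Glucosidase genes *bglI* (AN2227) and *bglH* (AN3903) rose by 4.99 and 3.05. β-Xylosidase genes, whose products release xylose, rose by 3.18 for *xlnD* (AN2359) and 2.48 for *bxlC* (AN2217), and by 4.30 for *gh3-7* (NCU09923) and 4.44 for *gh3-8* (NCU00709) in *N. crassa*; these 4 and *bglH* were named after their values were seen. Of the P3 genes, 10 of 11 were induced in *N. crassa* and 11 of 11 in *A. nidulans*, with median log2 folds of 4.30 and 3.84 and median means on Avicel of 4166 and 6557 normalized counts. The gene that was not induced was NCU00306, which had not passed the test.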

Most prominent in P3 were several β-glucosidases and β-xylosidases and the highly expressed CBHII homolog *gh6-3* NCU07190, most closely related to *cbhD* AN1273. Cluster P5 genes were induced on Avicel in *A. nidulans*, and included 3 paralogous genes encoding enzymes associated with hemicellulose and/or pectin breakdown. 

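The β-galactosidase gene *lacA* (AN0756) rose by a log2 fold of 4.40, the exopolygalacturonase gene *pgxA* (AN8761) by 3.47 and the α-glucosidase gene *agdD* (AN7505) by 3.30; all 3 were chosen after their values were seen. P5 also held 5 genes of the sterigmatocystin cluster and 2 of the terrequinone cluster. All 21 *A. nidulans* genes were induced, with a median log2 fold of 3.21. Of the 21 *N. crassa* paralogs, 1 was induced, NCU01430 with 2.51 (named after its value was seen), and the median was -0.05. At a 2-fold criterion 2 *N. crassa* genes were induced, the other being NCU00809, named after its value was seen.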

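Genes of secondary metabolism made up much of the *A. nidulans* side of P6, with 8 genes of the sterigmatocystin cluster, 1 of the terrequinone cluster and 1 of the penicillin cluster among 30. The polyketide synthase gene *stcA* (AN7825), of the first step of sterigmatocystin synthesis, had a log2 fold of 6.94 and the P450 gene *stcL* (AN11013) had 6.40. *orsA* (AN7909), the polyketide synthase of orsellinic acid, had 5.62, and the chitinase gene *chiC* (AN9390) had 3.16 (named after its value was seen). In all, 29 of 30 *A. nidulans* genes were induced, all but AN9296 with 0.10, and the median was 3.17. On the *N. crassa* side 3 of 27 were induced, *cyp450-11* (NCU05848) with 5.75, NCU05580 with 2.49 and NCU11291 with 2.27, and the median was -0.29; these and AN9296 were named after their values were seen.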

Cluster P6 included *A. nidulans* paralogs that were induced under Avicel conditions, but not in *N. crassa*.

Polysaccharide monooxygenases (GH61) oxidatively cleave cellulose (Phillips et al. [Bibr b49][Bibr b50]; Quinlan et al. 2011; Beeson et al. 2012). Based on phylogenetic analyses, three PMO enzyme classes have been identified in *N. crassa* (Li et al. 2012); these genes had a particularly distinct pattern of expression between the two species. 

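The PMO genes with the most normalized counts on Avicel in *N. crassa* were *gh61-1* with 25.8% of the sum over the class, *gh61-5* with 24.4% and *gh61-4* with 16.0%, and the 4 highest genes held 76.9%. *gh61-5* had a log2 fold of 10.06. Of 14 PMO genes, 9 were induced over all genes and 9 when adjusted over the list alone (11 rose when adjusted over the list alone). The 5 others were *gh61-9* with 1.75 (adjusted p 0.0558 in the authors' deposited table), NCU07974 with 0.86, *gh61-8* (NCU03000) with 0.26 (-0.19 without 1 Avicel library), *gh61-11* (NCU07520) with -0.26 and *gh61-10* (NCU01867) with -1.11; *gh61-1* and the first 3 of these were named after their values were seen. More PMO genes were induced than elsewhere in the table (two-sided Fisher's exact test, adjusted p = 9.60e-12 over 23 lists). By the FPKM of Data S1, which cover the 9 regulon genes, *gh61-4* led with 26.5%, and by the normalized counts of these 9, a set chosen after seeing the data, *gh61-1* led with 25.97%. The reference annotation names NCU09764 *gh61-14*; with it in place of *gh61-9*, a change chosen after seeing the data, 10 of 14 were induced (NCU09764, log2 fold 8.54).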

In *N. crassa*, 10 of 14 predicted PMO genes met our criterion for specific induction on Avicel, with no particular gene accounting for more than 27% of total FPKM among this class. In *A. nidulans,* 5 of 9 predicted PMO genes were specifically induced, but just one type-3 PMO, AN3860, accounted for more than 93% of total FPKM under Avicel conditions.

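AN3860 rose by a log2 fold of 8.66, from a mean of 635 to 255946 normalized counts, and held 87.0% of the counts of the measured PMO genes on Avicel. Next came AN2388 with 5.75%, which rose by 1.19, less than the criterion. The 5 induced genes were AN3860, AN10419, AN6428, AN7891 with 2.49 and AN1602, the last 3 named after their values were seen. AN3046 rose by 1.87 (named after its value was seen), and AN1041 had 0.84 (adjusted p 0.165 in the authors' deposited table). Of 9 listed PMO genes 8 were measured; 5 were induced (4 without 1 no carbon library, which would end the call of AN1602) and 7 rose, with the same counts when adjusted over the list alone (two-sided Fisher's exact test of the induced genes, adjusted p = 3.56e-06 over 28 lists). On the FPKM of Data S1, which cover the 5 regulon genes, the share of AN3860 was 95.3%, and on the normalized counts of these 5, a set chosen after seeing the data, it was 94.5%.

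**Figure D3:**
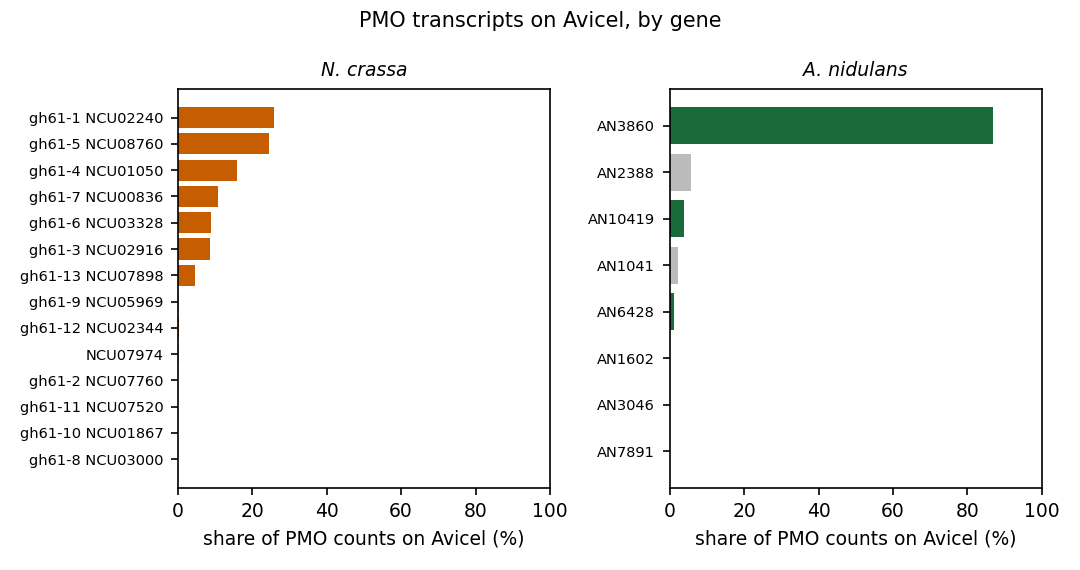
Share (percent) of each measured PMO gene in the summed normalized counts of the class on Avicel in *N. crassa* and *A. nidulans*, from the authors' means. Coloured bars are induced genes and grey bars are not; the leading gene holds 25.8% in *N. crassa* and 87.0% in *A. nidulans*.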

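Most of the 39 *N. crassa* regulon genes that Data S1 marks as having no homolog rose to modest levels. The median log2 fold was 3.13 and the median of the authors' means on Avicel was 1690.4 normalized counts, against 13469 for the other regulon genes. The highest was NCU05864, annotated as hypothetical, with 143126 normalized counts and a log2 fold of 7.56. Among those with an annotation, *gh94-1* (NCU09425, GH94) rose by 2.13; both genes were chosen after their values were seen. By the annotation of Data S1, 34 of the 39 were hypothetical and 16 were predicted to be secreted, and 12 were both. All 39 passed the criterion of induction in the authors' deposited table.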

*N. crassa* genes without clear homologs in *A. nidulans* that were induced on Avicel were dominated by hypothetical proteins (34 of 39; Data S1); 12 were predicted to be secreted and may have novel functions in plant cell well deconstruction. *A. nidulans* genes without clear homologs in *N. crassa* that were induced on Avicel included genes encoding predicted pectinases and enzymes with roles in secondary metabolism (sterigmatocystin/aflatoxin, terrequinone A, and penicillin biosynthesis).

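Among the 41 *A. nidulans* regulon genes that Data S1 marks as having no homolog, the pectin lyase gene *pelB* (AN2569) rose by a log2 fold of 5.52 and the rhamnogalacturonan acetylesterase gene AN2834 by 2.32. The α-arabinofuranosidase gene *axhA* (AN7908) rose by 6.07. *stcQ* (AN7810) and *stcO* (AN7811) of sterigmatocystin synthesis rose by 4.28 and 6.26 (6.98 for *stcO* without 1 no carbon library); these 5 were named after their values were seen. *aatA* (AN2623), the acyltransferase that completes penicillin, rose by 2.97. The 41 genes had a median log2 fold of 3.14 and a median of the authors' means on Avicel of 1023 normalized counts, against 1852 for the other regulon genes, and 11 were predicted to be secreted. Lists of whole gene clusters, written before the deposited tables were seen but after Data S1 had been read, gave a wider view. Of 22 measured sterigmatocystin genes, 22 rose and 18 were induced, with a median log2 fold of 4.92 (two-sided Fisher's exact test, adjusted p = 1.35e-23 over the 28 lists). Genes of 1 cluster are not independent draws, so this p does not measure the spread between cultures. All 3 measured terrequinone genes were induced, *tdiA* (AN8513) by 2.78, *tdiB* (AN8514) by 2.34 and *tdiD* (AN8516) by 2.75, and all 3 penicillin genes, with *acvA* (AN2621) at 3.90 and *ipnA* (AN2622) at 3.57. For 3 other clusters fewer genes were induced: 1 of 5 for orsellinic acid (2 rose), 1 of 12 for monodictyphenone (2 rose, 3 when adjusted over the list alone), where *mdpJ* (AN10038) had 4.93 from 2 reads without carbon (3.89 without 1 Avicel library), and 0 of 4 for emericellamide (2 rose). Counts adjusted over the list alone were otherwise the same.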

### Conservation of gene regulation by CLR-2 and ClrB

To assess conservation of function and respective target genes of CLR-2 and ClrB*,* we analyzed expression patterns of the Avicel regulon (295 genes total) in WT *A. nidulans* transferred to Avicel or no carbon source media versus the Δ*clrB* mutant transferred to Avicel. We identified 4 clusters of genes in *A. nidulans* (An1-An4; Fig. 4A; Data S1). Cluster An1 was comprised of 141 genes strictly dependent on *clrB*. It was dominated by highly expressed genes encoding the core enzymes associated with crystalline cellulose degradation: the CDH, PMO, GH7, GH6, and GH5.5 families. Although genes encoding cellulases were not induced in Δ*clrB* on Avicel, expression of some genes associated with hemicellulose degradation showed an increased expression level in the *ΔclrB* mutant on Avicel over WT under no carbon conditions (Fig. 4B).

**Figure 4:**
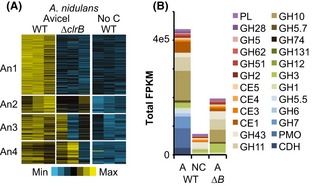
Dependence of Avicel-induced genes on functional ClrB in *A. nidulans*. (A) K-means clusters of Avicel-induced genes in an *A. nidulans* Δ*clrB* mutant strain on Avicel as compared to a WT strain on Avicel or media with no carbon source. Heat map displays log (FPKM) scaled from minimal expression (bright blue) to the maximal expression (bright yellow). (B) Total expression of genes encoding major CAZy classes in the Δ*clrB* mutant on Avicel as compared to a WT strain on Avicel or media with no carbon source. Note the absence of expression of genes encoding predicted cellulases in the Δ*clrB* mutant (PMO, GH6, GH7, and GH5.5 classes, shown in blue).

Cluster An2 was composed of 40 genes with intermediate transcript abundance in Δ*clrB* strains on Avicel as compared with WT, indicating a partial or indirect requirement for functional ClrB for induction on Avicel (Data S1). This cluster included several genes with predicted function in secondary metabolite biosynthesis, including several robustly expressed genes of the sterigmatocystin biosynthesis gene cluster. Genes implicated in monodictyphenone and penicillin biosynthesis and a putative polyketide synthase (AN12331) also showed *clrB*-dependent induction, but were expressed at lower levels.

Genes in clusters An3 and An4 (61 and 53 genes) reached full induction in Avicel in the Δ*clrB* mutant, although variance in expression was high between biological replicates (Fig. 4; Data S1). This cluster was dominated by expression of the GH10, GH11, GH43, and GH62 gene families, which encode the major enzyme classes dedicated to hemicellulose degradation. Several of these genes or their orthologs have been identified as targets of the transcriptional regulator XlnR in *Aspergilli* (van Peij et al. 1998), and also had variable expression in *A. nidulans* when induced by xylose (Andersen et al. 2008).

The genes identified as ClrB dependent in *A. nidulans* were compared with those identified as CLR-2 dependent in *N. crassa* in response to Avicel (Coradetti et al. 2012). Twenty-eight orthologous pairs of genes with conserved regulation by CLR-2/ClrB were identified (Table 1). All of these genes encode proteins with some functional annotation (no hypothetical), although some are based solely on homology to enzymes with limited experimental data. The majority encoded secreted proteins that represent the conserved core of enzymes for cellulose degradation, including well-studied endoglucanases, exoglucanases, and β-glucosidases, as well as the newly characterized polysaccharide monooxygenases. The conserved list also included xylan and pectin degrading enzymes, including NCU00449 and NCU09764, orthologs to AN7598 (GH131; β-glucanase), and which have sequence similarity to a characterized glucuronan lyase from *T. reesei* (Konno et al. 2009). A conserved CLR-2/ClrB target NCU07143/AN2112 is homologous to a recently characterized extracellular aldonolactonase from *M. thermophila* (Beeson et al. 2011) and was identified in *N. crassa* secretome studies on Avicel (Phillips et al. 2011ab2011b). The expression of genes encoding several intracellular enzymes had conserved modulation by CLR-2/ClrB, including an intracellular β-glucosidase (NCU00130) and a β-mannosidase (NCU00890), as well as the cellodextrin transporter, *cdt-1* (NCU00801) (Galazka et al. 2010). Finally, one transcriptional regulator was conserved (*clr-1/clrA*). In *N. crassa clr-1* is required for the induction of *clr-2* in response to cellulose (Coradetti et al. 2012).

**Table 1:** Conserved orthologous genes in the CLR-2 and ClrB regulons

NCU#	Gene and annotation	CAZy	AN#	*Gene*
Orthologs with conserved dependence on *clr-2/clrB*				
NCU07340	*cbh-1* cellobiohydrolase 1	CBM1, GH7	AN5176	*cbhA*
			AN0494	*cbhB*
NCU09680	*gh6-2* cellobiohydrolase 2	CBM1, GH6	AN1273	*cbhD*
			AN5282	*cbhC*
NCU00762	*gh5-1* endoglucanase 2	CBM1, GH5.5	AN1285	*eglA*
NCU07760	*gh61-2* PMO	CBM1, PMO	AN3860	
NCU00206	*cdh-1* cellobiose dehydrogenase	CBM1, CDH	AN7230	
NCU07143	*lac-2* aldonolactonase		AN2112	
NCU08412	endo-β-1,4-mannanase	GH5.7	AN6427	*manC*
NCU03328	*gh61-6* PMO	GH61	AN6428	
NCU02344	*gh61-12* PMO	GH61	
NCU04952	*gh3-4* secreted β-glucosidase	GH3	AN2828	*bglL*
NCU09664	*ce5-3* acetylxylan esterase	CE5	AN5309	
NCU00449	glycoside hydrolase	GH131	AN7598	
NCU09764	*gh61-14* glycoside hydrolase	CBM1, GH131	
NCU06326	pectate lyase 1	PL1	AN0741	*pelA*
NCU03181	acetylxylan esterase	CEnc	AN5320	
NCU00972	arabinogalactan endo-1,4-β-galactosidase	GH53	AN5727	*gala*
NCU04997	*gh10-3* xylanase	CBM1, GH10	AN7401	*xlnE*
NCU07705	*clr-1* cellulose degradation regulator 1		AN5808	*clrA*
NCU05598	*asd-1* rhamnogalacturonase B	PL4	AN7135	*rglA*
NCU09976	*ce12-1* rhamnogalacturonan acetylesterase	CE12	AN2528	
NCU08176	*ply-2* pectate lyase A	PL3	AN6106	*plyF*
Orthologs with conserved modulation by *clr-2/clrB*				
NCU00130	*gh1-1* cytoplasmic b-glucosidase	GH1	AN10124	
NCU00801	*cdt-1* cellodextrin transporter		AN2814	
NCU04854	*gh7-2* endoglucanase	GH7	AN3418	*eglB*
NCU00890	*gh2-1* β-mannosidase	GH2	AN3368	*mndB*
NCU09416	cellulose-binding GDSL lipase/acylhydrolase	CBM1, CE16	AN6422	

### Inducer-independent expression of cellulases in *N. crassa*

Transcripts of *clr-2* and *clrB* accumulate under cellulolytic conditions (Coradetti et al. 2012). To test whether *clr-2* expression alone was sufficient for cellulase enzyme secretion in *N. crassa*, we placed a copy of the *clr-2* coding region under control of the promoter from clock-controlled gene 1 (P*ccg-1*) in a Δ*clr-2* (strain Pc2; see Experimental Procedures). Under our culture conditions of vegetative growth in constant light and temperature, circadian rhythm is dampened (Elvin et al. 2005) and P*ccg-1* is essentially a constitutive promoter.

Expression patterns of the Avicel regulon (193 genes total) were compared in WT *N. crassa* on Avicel and no carbon media, the Δ*clr-2* strain on Avicel, and the Pc2 strain on no carbon media. Four major expression clusters were identified in WT (Fig. 5A; Nc1-Nc4); the Nc1 and Nc2 clusters were dependent upon functional *clr-2*. The Nc1 cluster (65 genes) was comparably or more strongly expressed in the Pc2 strain under noninducing conditions. This cluster was highly enriched for genes encoding secreted CAZy proteins and included most major cellulase genes (Data S1). These data indicate that it is possible to induce cellulase gene expression in the absence of an inducer in *N. crassa*. Under no carbon source conditions, transcript abundances of CAZy genes in the Pc2 strain were comparable with those observed in the WT strain shifted to Avicel (Fig. 5B). However, when Pc2 was transferred to fresh sucrose media, CCR strongly reduced CAZy expression, although it was elevated over no carbon conditions and far above that measured in the WT on sucrose.

**Figure 5:**
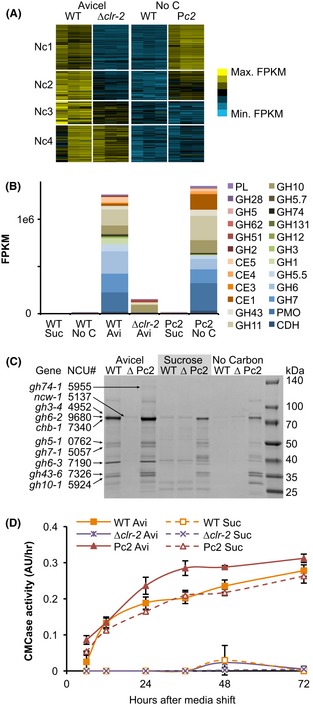
Cellulase gene expression and activity by misexpression of *clr-2* in *N. crassa*. (A) *K*-means clusters of genes (Nc1-4) induced under Avicel or no carbon conditions in WT, under Avicel conditions in a *Δclr-2* mutant and under no carbon media conditions for a strain with constitutive expression of *clr-2* (Pc2). Heat map displays log (FPKM) scaled from min expression (bright blue) to the maximal expression (bright yellow). (B) Total expression of genes encoding major CAZy classes of Pc2 on sucrose versus no carbon media, as compared to WT on sucrose, no carbon media, or Avicel. Note the similarity in CAZy expression class in WT on Avicel versus the Pc2 strain on media lacking a carbon source. A Δ*clr-2* strain on Avicel shows a low induction of genes encoding some hemicellulases, due to slight contamination of Avicel with hemicellulose (Znameroski et al. 2012). (C) Coomasie-stained SDS PAGE gel of culture supernatants from WT,*Δclr-2* (Δ), and Pc2 strains shifted to Avicel (4 days), sucrose (2 days), or media lacking a carbon source (2 days). Secreted proteins labeled from molecular weights and intensity patterns are derived from (Tian et al. 2009; Phillips et al. 2011ab2011b; Znameroski et al. 2012). Note similarity of secreted protein profile of the Pc2 strain grown on sucrose or no carbon as compared to Avicel-exposed WT and Pc2 cultures. (D) A time course of CMCase activity of supernatants from WT,*Δclr-2,* and Pc2 cultures after shift from sucrose pregrown cultures (16 h) to either Avicel or sucrose.

The Nc2 cluster (42 genes) had expression an order of magnitude lower than WT in the Δ*clr-2* mutant on Avicel, but still had significant induction over the WT on no carbon. They also showed some induction in Pc2 on no carbon, but most did not reach the same abundances as in the WT on Avicel. These data suggest that the genes in Nc2 require another cellulose-dependent factor for full induction. The Nc2 cluster included one highly expressed cellobiohydrolase *gh6-3* (NCU07190), the major intracellular β-glucosidase *gh3-1* (NCU00130), and the cellodextrin transporter *cdt-1* (NCU00801).

The Nc3 cluster (33 genes) was fully to partially dependent on *clr-2* for induction under Avicel conditions, but remained uninduced by misexpression of *clr-2* in Pc2. This cluster was dominated by hypothetical proteins that had low expression levels, but notably included one β-glucosidase gene *gh3-4* (NCU07487). The Nc4 cluster (53 genes) was *clr-2* independent and was not induced by misexpression of *clr-2* in Pc2. This cluster was dominated by xylanases and the xylose utilization pathway genes, reflecting induction of these genes in a *clr-2*-independent manner by low concentrations of hemicellulose retained in Avicel (Znameroski et al. 2012).

When supernatants taken from Pc2 cultures 24 h after a shift to sucrose were analyzed with SDS PAGE, a similar protein pattern was observed to that seen in WT and Pc2 cultures shifted to Avicel (Fig. 5C). The secreted proteins were fully active, as demonstrated by CMCase activity of the sucrose shifted Pc2 supernatants (Fig. 5D). The misexpression of *clr-2* complemented the cellulose growth defect and cellulase gene induction in the *Δclr-2* strain under Avicel conditions and in fact, showed elevated levels of CMCase activity.

### Misexpression of *clrB* and *clr-2* in *A. nidulans*

Our data indicated that it is possible to produce and secrete cellulases under noninducing conditions by heterologous regulation of the transcriptional regulator, CLR-2. To test whether misexpression of *clr-*2 homologs is sufficient for inducer-free cellulase production and secretion in other ascomycete fungi, we inserted the *clrB* coding sequences into the *pyrG* locus of the *A. nidulans* Δ*clrB* strain under the regulation of the constitutive *gpdA* promoter (PgB). A strain carrying an N-terminal GFP-tagged allele (GFP-PgB) showed nuclear GFP fluorescence on glucose liquid medium (Fig. 6A); *clrB* driven by its own promoter showed no fluorescence (Fig. 6A; GFP-B). The *gpdA*-regulated expression of *clrB* restored cellulase gene induction, growth, and enzyme activity to the Δ*clrB* mutant on Avicel (Fig. 6C, D). Similar to the *N. crassa clr-2* misexpressed strain, the *A. nidulans* PgB strain showed higher CMCase activity over the 96-hr time course as compared with WT. However, CMCase activity was not significantly induced when the PgB strain was grown for extended periods of time under sucrose conditions (Fig. 6D). Consistent with this result, mRNA abundance for two ClrB-dependent genes was several orders of magnitude below that of a WT culture shifted to Avicel when the PgB strain was shifted from sucrose to no carbon conditions (Fig. 6C), although AN7230 (CDH) transcript abundance was detectably higher in PgB strain than the WT under no carbon conditions. These data indicate that, in contrast to *N. crassa*, misexpression of *clrB* in *A. nidulans* was not sufficient to induce WT levels of cellulase gene expression and enzyme activity.

**Figure 6:**
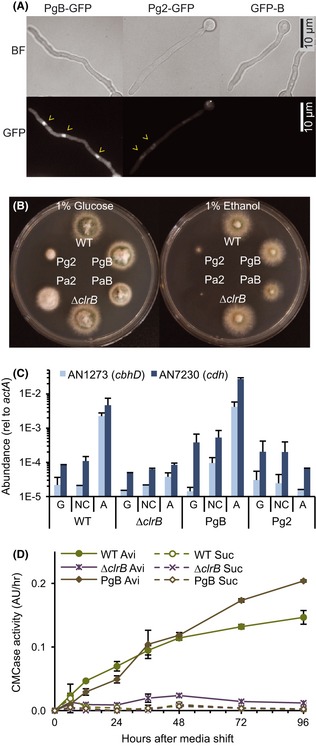
Phenotypes associated with misexpression of *clrB* or *clr-2* in *A. nidulans*. (A) Localization of GFP-tagged constructs in cells germinated in liquid glucose medium. GFP-labeled ClrB under native promoter (strain GFP-B) had no detectable fluorescence. GFP-labeled ClrB or CLR-2 driven by the *gpdA* promoter (strain GFP-PgB and GFP-Pg2) accumulated in nuclei, which were clearly distinguishable by their shape and prominent nucleoli. Arrowheads indicate nuclei. (B) WT and misexpression strains grown 3 days on 1% glucose or 1% ethanol plates at 30°C. PgB and Pg2: constitutive expression of *clrB* and *clr-2*, respectively, by the *gpdA* promoter in *ΔclrB* background. PaB and Pa2: ethanol-inducible expression of *clrB* and *clr-2,* respectively, by the *alcA* promoter in *ΔclrB* background. (C) Transcript abundance of two major cellulases (*cbhD* and *cdh*) in *A. nidulans*WT versus strains with constitutive expression of *clrB* (PgB) or *clr-2* (Pg2) when shifted to glucose [G], no carbon media [NC], or Avicel [A] for 6 h. Transcript abundance relative to *actA* was measured with real-time quantitative RT-PCR. (D) A time course of CMCase activity in WT, Δ*clrB,* and PgB strains following a shift to either Avicel or sucrose.

We then tested whether the introduction of *clr-2* could complement the Δ*clrB* mutant for the induction of cellulolytic genes under Avicel conditions. As for *clrB*, the *clr-2* coding sequence was placed under the control of the *gpdA* (Pg2) or *alcA* (Pa2) promoter. An N-terminal GFP-tagged Pg2 allele showed nuclear localization during growth on glucose in the Δ*clrB* mutant (Fig. 6A). However, *clr-2* was unable to complement the Δ*clrB* mutant for the induction of cellulolytic genes under Avicel conditions. Induction of cellulase gene expression under noninducing conditions was also not observed (Fig. 6C). In fact, the Pg2 (*gpdA-clr-2*) showed a strong growth defect under all conditions (Fig. 6B), whereas the strain with *clr-2* under control of the ethanol-inducible *alcA* promoter (Pa2) was severely deficient for growth on inducing ethanol media. In contrast, an ethanol-inducible *clrB* strain (PaB) grew well in both conditions, although detectably slower than WT on ethanol.

## Discussion

In all filamentous fungi studied to date, expression of cellulolytic genes requires both relief from CCR and the presence of an inducer molecule, such as cellobiose or cellodextrins, or in *T. reesei*, cellobiose, sophorose, lactose, or xylose (Sternberg and Mandels 1979; Stricker et al. 2006, 2007; Hakkinen et al. 2012), or xylose in the Aspergilli (Gielkens et al. 1999; Andersen et al. 2008; Noguchi et al. 2009). Several independent lines of mutagenesis have produced strains with increased cellulase production and decreased CCR (Peterson and Nevalainen 2012; Liu et al. 2013; Porciuncula et al. 2013), but constitutive, robust production of cellulases without inducing molecules has remained elusive over 30 years of mutagenesis-based research. Our data show that it is possible to produce and secrete cellulases under noninducing conditions by misexpression of the transcriptional regulator, CLR-2, the first report of a transcription factor necessary and sufficient for cellulase activity in any cellulolytic filamentous fungus. This observation suggests new opportunities for optimization of cellulase enzyme production in industrial strains without the need for cellulosic substrates or other inducing molecules. A genetic “master switch” for cellulase secretion may be particularly useful in the many species for which there are no known soluble cellulase-inducing molecules and for which limited genetic tools make extensive genetic engineering impractical.

Misexpression of *clr-2* in *N. crassa* resulted in inducer-independent production of plant cell wall degrading enzymes. In *A. nidulans,* misexpression of *clrB* produced no detectable enzyme activity under noninducing conditions, although RT-PCR analyses revealed a measurable increase in transcript abundance for a cellobiose dehydrogenase (AN7230). We therefore infer that there is a fundamental difference in cellulase gene induction between *Neurospora* and *Aspergillus* species. Whereas CLR-2 is fully competent to drive transcription of its targets in noninducing conditions in *N. crassa*, ClrB requires other factors for any significant effect. These observations beg the question: are differences in mechanisms of CLR-2/ClrB induction indicative of an ancient divergence between Sordariomycete and Eurotiomycete fungi? Or are they reflective of the different lifestyles and preferred substrates of these two species? The DNA binding and dimerization domain of the N-terminus of CLR-2 and ClrB show several regions of sequence divergence, which are conserved broadly in Sordariomycete versus Eurotiomycete species. The inability of *clr-2* to complement a deletion of *clrB* in *A. nidulans* and differences in CLR-2/ClrB amino acid sequence suggests divergence in regulatory mechanisms for cellulolytic genes.

Until recently, studies on regulation of plant cell wall deconstruction in *Aspergillus* species focused predominantly on induction by hemicellulosic sugars via the transcriptional regulator, XlnR (van Peij et al. 1998; Gielkens et al. 1999; Delmas et al. 2012). *A. nidulans* is more proficient at saccharification of xylan and relatively less effective at degrading crystalline cellulose than *N. crassa*. This phenotypic distinction was consistent with both relative expression and diversity of CAZy families between species, with *A. nidulans* specifically inducing more xylanases, β-mannases, and pectate lyases in particular. Together these data suggest that *A. nidulans* and perhaps other *Aspergillus* species have evolved to primarily utilize amorphous polymers over crystalline cellulose. 

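Among xylanases, *xlnC* rose by a log2 fold of 8.83 in *A. nidulans* and *xlnB* (AN9365) by 2.97, and *gh10-3* (NCU04997) by 4.78 in *N. crassa* (5.43 without 1 no carbon library), while *gh10-4* (NCU07130) had -0.59. In all, 4 of 4 listed GH10 and GH11 xylanase genes were induced in *A. nidulans* and 5 of 6 in *N. crassa*. Mannanase genes of GH5 subfamily 7 numbered 4 of 6 induced in *A. nidulans* (5 when adjusted over the list alone), with *manC* (AN6427, named after its value was seen) at 6.11, and 1 of 1 in *N. crassa*. For pectate lyases these were 4 of 4, with *pelA* at 7.47 and *plyG* (AN6748) at 2.55, and 2 of 2, with *ply-2* (NCU08176) at 6.54 and NCU06326 at 2.74. The wider list of pectin enzymes had 11 of 15 genes induced in *A. nidulans* (14 rose) and 6 of 8 in *N. crassa*. The list of xylan side chain enzymes, which also includes β-xylosidases, had 13 of 15 (14 rose) and 12 of 14. Except for the mannanases, the counts were the same when adjusted over the list alone. In sum over the class, xylanases rose 231-fold in *A. nidulans* and 348-fold in *N. crassa*, mannanases 56.6-fold and 66.9-fold, and pectate lyases 17.9-fold and 29.8-fold. By the classes that Data S1 gives its regulon genes, a comparison added after seeing the list counts, mannanases of GH5 subfamily 7 and GH26 numbered 5 in *A. nidulans* and 2 in *N. crassa*, and genes of PL1 and PL3 5 and 2, with *pelB*, annotated as a pectin lyase, among the 5. The counts have no test, and for the side chain enzymes the mean log2 folds differed between the species by 1.60 (two-sided permutation test, p = 0.104, adjusted p = 0.174 over 15 lists).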

Canonical cellulases may therefore serve a more accessory role for hemicellulolytic activity by synergistic action on complex substrates. In contrast, *N. crassa* has apparently evolved to rely more heavily on breakdown of crystalline cellulose via signaling to CLR-2. This regulatory aspect is likely conserved among members of the Sordariomycetes, as, similar to *N. crassa* (Sun et al. 2012), Δ*xlnR* mutants of *Fusarium graminearum* and *F. oxysporum* are unable to utilize hemicellulose, but are unaffected in cellulose deconstruction (Brunner et al. 2007; Calero-Nieto et al. 2007).

Clustering analysis of transcript abundance in an *N. crassa* strain with constitutive expression of *clr-2* suggests two modes of induction by CLR-2, one in which it acts independently and one in which it requires another cellulose-responsive factor to achieve full induction. In *T. reesei* and *Aspergilli,* the transcriptional regulator XYR1/XlnR, respectively, regulates expression of hemicellulase and cellulase genes (Stricker et al. 2006; Mach-Aigner et al. 2008; Noguchi et al. 2009). In *T. reesei*, a nonconserved transcriptional activator, ACEII (Aro et al. 2001) as well as the repressor ACEI (Aro et al. 2003) also affect cellulase gene expression. Recently, several additional transcription factors have been reported to play a role in regulation of plant cell wall degrading enzymes in ascomycete fungi, including BglR (*T. reesei*), which may influence CCR through regulation of genes encoding β-glucosidase enzymes (Nitta et al. 2012), ClbR (*A. aculeatus*), which is involved in XlnR-independent cellobiose and cellulose induction of *cbh1* (GH7) and endoglucanase (*cmc2*) (Kunitake et al. 2012), and McmA (*A. nidulans*) which affected induction of endoglucanases (eglA and eglB) and at least one cellobiohydrolase (cbhA) (Yamakawa et al. 2013). The interactions of these factors with each other and with XLR-1/XlnR and CLR-2/ClrB homologs deserve further investigation. An understanding of conservation of function across the phylogenetic spectrum may provide insight into fungal interaction with the environment and guide the selection and manipulation of fungal host species for industrial enzyme production.

Our comparative transcriptional analysis of *clr-2/clrB* mutants revealed a conserved and essential role for these transcription factors in response to cellulose. Strict conserved dependence on CLR-2/ClrB was limited to a relatively small group of orthologs, indicating a relatively simple cohort of essential genes for broad-spectrum cellulose degradation. The conservation of regulation of this gene set between two distantly related saprotrophic fungi suggests that these enzymes/proteins are key to cellulose deconstruction strategies. Recently, a transcriptional regulator (ManR) of beta-mannan utilization in *Aspergillus oryzae* was described (Ogawa et al. 2012). ManR is, in fact, the *A. oryzae* ortholog of ClrB and was recently shown to be essential for the regulation of cellulolytic genes (Ogawa et al. 2013). These results further confirm a conserved role for Clr-2/ClrB in regulation of synergistic ensemble of enzymes in response to plant cell wall polysaccharides in diverse ascomycete fungi.

A large group of genes encoding CAZy proteins within the CLR-2/ClrB regulons showed low sequence conservation or very low expression in either *N. crassa* or *A. nidulans*. These observations are consistent with the large variability in numbers and types of genes encoding predicted plant cell wall degrading enzymes in the genomes of filamentous ascomycete species (Espagne et al. 2008; Berka et al. 2011; Hakkinen et al. 2012). These genes likely serve accessory functions in plant cell wall degradation that may be specific to a particular species' ecological niche. Interestingly, we also observed coregulation of secondary metabolism genes with cellulolytic genes and which were partially dependent upon functional ClrB. Further comparisons of gene regulation across a wider panel of fungal species with varied ecological niches and different preferred substrates may provide insights into the adaptive advantages conferred by proteins/enzymes encoded by these genes.

The polysaccharide monooxygenase enzyme class is an example of divergent regulation across these species. Our data in *A. nidulans* and published data on *A. niger* indicate that a single gene of the type-3 PMO subclass dominates expression in *Aspergillus* species exposed to cellulose (this study) or wheat straw (Delmas et al. 2012). In contrast, a spectrum of type-1, type-2, and type-3 PMOs are expressed in *N. crassa* on Avicel and on bagasse for the closely related thermophilic industrial species, *M. thermophila* (Gusakov 2011; Visser et al. 2011) and *Thielavia terrestris* (Berka et al. 2011). This divergent regulation of PMOs may hold clues to an as-yet-unappreciated functional difference in subclasses of these enzymes; a recent study identified distinct product chemistries from a type-1 and type-3 PMOs (Bey et al. 2013). Comparative analyses of enzyme cocktails in diverse filamentous fungi enabled by transcriptomic and proteomic approaches, which in some cases will be expedited by misexpression of CLR-2 homologs, will advance efforts to define tailored enzyme mixtures for maximal efficiency on different lignocellulosic feedstocks for biofuels and production of value-added chemicals.

How the deposited data were processed for this re-analysis (not part of the article)

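Wild-type *N. crassa* and *A. nidulans* were each shifted to Avicel or to medium without a carbon source, with 3 samples per medium and species, and their polyadenylated transcripts were profiled by RNA-seq. The authors mapped reads to the predicted transcripts of *N. crassa* OR74A or *A. nidulans* FGSC A4 with Tophat v2.0.4, counted reads on unique exons with HTSeq and compared the media with DESeq; the versions of the last 2 tools and the genome build numbers are not given in the sources used here. Of 8 conditions in the series, the 4 wild-type groups on these media had a processed table and were used. Samples of the Δ*clr-2*, Δ*clrB* and Pc2 strains were not analysed here.

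The deposited tables, 1 per species, hold 9582 *N. crassa* and 10596 *A. nidulans* genes. The signal of each medium is the authors' mean over libraries of read counts divided by the size factor of the library, without a correction for gene length. The deposited fold is the authors' ratio of the no carbon mean to the Avicel mean. The deposited log2 values are the authors' log2 of that fold, and the sign was turned here so that a positive value is higher on Avicel. The deposited p-values and adjusted p-values are the authors' and were not recomputed; adjusting the stored p-values again by Benjamini-Hochberg gave the stored adjusted values within 2.32e-06 in *N. crassa* and 8.83e-07 in *A. nidulans*. No column of any single sample was given, so a test across samples, a standard deviation or a left-out replicate could not be computed for all genes; single libraries were compared and left out only for genes with few reads, as described below. FPKM values were read from the regulon sheets of Data S1, which the authors made with Cufflinks, and served as an alternative unit.

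A gene was induced at an adjusted p under 0.05 and a ratio of means of at least 4, the criterion of the paper, and lower at an adjusted p under 0.05 and a fall of at least 4-fold. Gene lists were written before the deposited tables were seen but after Data S1 had been read, from general knowledge, the genes the paper names or, for the amino acid genes and 1 ER pair, the cluster annotation of Data S1. The lists were the crystalline cellulose classes (GH6, GH7, GH5 subfamily 5, PMO, cellobiose dehydrogenase), GH45, β-glucosidases, xylanases, xylan side chain enzymes (with β-xylosidases), mannanases, pectate lyases, pectin enzymes, xylose use, ER and secretion, amino acid synthesis, cellodextrin transporters, regulators, glyoxylate and gluconeogenesis, nitrate assimilation, heat shock, conidiation, starvation markers, housekeeping genes and, for *A. nidulans*, the sterigmatocystin, terrequinone, penicillin, orsellinic acid, monodictyphenone and emericellamide clusters. Induced members were compared with all other genes by two-sided Fisher's exact tests, adjusted over 23 lists in *N. crassa* and 28 in *A. nidulans*, and were counted again with the stored p-values adjusted over the list alone. The median of a list of at least 5 genes was placed among 10000 random lists of the same size, matched on deciles of the overall mean. Lists with at least 3 measured genes in both species (15) were compared by permuting the species labels of the genes, exactly for small lists and with 100000 draws otherwise, two-sided, with Benjamini-Hochberg adjustment, a comparison added after seeing the data. The permutation treated genes as unpaired, also in the lists made of ortholog pairs (xylose use, ER and secretion, amino acid synthesis). Clusters, ortholog pairs, homology marks and annotations come from Data S1, which the study built on these samples.

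The genes named in the text follow a rule fixed before the deposited tables were seen: every gene the results section names for this comparison, the 10 largest folds among induced genes with an overall mean of at least 100, the 10 largest decreases under the same minimum, and up to 4 members of each list (the 2 largest and 2 smallest folds, or all members of a list of 5 or fewer). The values of genes in Data S1 had been seen when the rule was written. Other genes are marked as named or chosen after their values were seen.

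For a gene with a mean of at most 100, the whole reads of the 3 libraries behind a mean were recovered as the single set of whole numbers that, divided by the size factors, gives the stored mean to 10 significant digits. This gave 1 solution for 1767 of 1768 genes on Avicel and 1744 of 1744 without carbon in *N. crassa*, and for 2003 of 2004 and 2174 of 2174 in *A. nidulans*. The geometric mean of the 6 size factors was 0.998 in *N. crassa* and 1.00 in *A. nidulans*, where the authors' tool sets about 1. On simulated tables of the same size, 100% of library counts were recovered, 100% of genes with a simulated log2 fold of 3 were called and 0 unchanged genes were called. The authors' p-values were not part of the simulation, so its calls do not show how many changed genes were missed in the real tables. In the real *N. crassa* table, NCU07352 had a log2 fold of 3.42 and was not called (named after its value was seen). Genes above a mean of 100 were not tried, so the spread between libraries is known for about 18.4% of the *N. crassa* and 18.9% of the *A. nidulans* genes on Avicel. The recovered reads cover only genes with few reads, and no test over all genes was run on them.

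Places of *N. crassa* genes are those of assembly NC12 and were not compared with the build the authors used. Alternatives were a stricter adjusted p of 0.01, a 2-fold criterion, a minimum overall mean of 10, folds centred on the median gene, 1 or 10 added to each mean, FPKM, and classes without their highest gene; the scaling by column totals, the Data S1 classes, the removal of genes at 0 without carbon, the normalized counts of regulon genes only, the heat shock and ER lists with fewer members and the exchange of 1 PMO gene were added after seeing the data. The work was done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.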

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

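The tests of the ER and secretion genes and of chance placement along the chromosomes were chosen only after the result was seen.

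Genes of xylose use stood out because the species differed by a test of the difference itself, with a mean log2 fold 4.13 higher in *N. crassa*; the paper took these genes from clusters drawn for this contrast on the same samples, so the test could hardly come out otherwise and is no independent evidence. Heat shock genes differed by -2.01, but by -0.54 over the members outside the study's clusters (exact permutation p = 0.2, two-sided). With 3 genes against 3 the smallest possible p is 0.1, so that test could not have passed and decides nothing. Base medium, inoculum, temperature, hours after the shift and pregrowth sugar differed with the species in every comparison between them, and no comparison here separates these.

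Far fewer genes passed the adjusted p in *N. crassa* than in *A. nidulans*, although its induced genes had the larger folds. Depth was uneven in *N. crassa* and not lower throughout. Its shallowest library, on Avicel, held an estimated 9.67e+06 counted reads and the others 4.30e+07 or more, against 3.77e+07 to 4.83e+07 in *A. nidulans*. Genes with an overall mean of at least 1000 numbered 5553 and 5768. Of these, 4.03% passed in *N. crassa* and 22.1% in *A. nidulans*, a ratio of 5.47. That ratio stays far above 1.5 where even the shallowest *N. crassa* library held ample reads, which argues against the shallow library as the whole cause. Large observed folds were not scarcer, since 11.8% of these genes differed at least 2-fold in *N. crassa* and 9.38% in *A. nidulans* (ratio 1.26), yet 34.3% and 93.2% of them passed. Variation between cultures also enlarges observed folds, so this ratio cannot exclude fewer true large changes in *N. crassa*. Larger variation between *N. crassa* cultures stays open: over genes with a mean of 30 to 100 the squared coefficient of variation beyond counting error was 1.60 times that of *A. nidulans*, with a bootstrap interval over genes (95%) from 1.30 to 1.88 that holds the preset limit of 1.5, and it was 1.76 times on Avicel, where 1 *N. crassa* library had a size factor of 0.169, and 1.36 times without carbon. The cause may lie there or in the biology of the species, which was not tested, and the 2 cannot be told apart on genes that cover so small a part of the table.

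ER and secretion genes moved apart, induced in *N. crassa* and leaning lower in *A. nidulans*, and stood out by the test of the difference, 3.19 in mean log2 fold, on 6 pairs the paper names and 1 added here, all from a cluster the study drew on these samples. The tests of the difference for ER and for xylose use permuted single genes and left out the pairing of orthologs. A scaling set by a few highly induced genes would shift all genes of a species alike, but at most 0.270% of random lists of the same size and mean lay beyond the list median in the direction seen in either species, a rank that no common factor changes. In *N. crassa*, however, that rank followed from taking genes the study had grouped as induced. The difference was spread over the members: the 7 ortholog pairs differed by 2.80 to 3.79 with a median of 3.01, and by 2.99 without the 2 largest. Because the cluster was drawn for induction in *N. crassa* and nearly constant expression in *A. nidulans*, that test could hardly come out otherwise. One candidate explanation left is a larger secretory load at 4 h in *N. crassa* than at 6 h in *A. nidulans*, which is a hypothesis that these tables cannot test, because temperature and time differ with the species.

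The 33 *N. crassa* genes lower on Avicel stood out as a group the paper does not discuss, and several lie next to each other. Of the 31 that could be placed, neighbours at most 5 genes apart formed 6 pairs, against a mean of 0.52 and at most 4 in 10000 random sets (permutation p = 1.00e-04, the smallest that 10000 draws can give), which argues against chance placement. NCU05761, NCU05762 and NCU05764 lie on chromosome VII from 3734171 to 3741859, with NCU05767 and *poi-2* (NCU05768) up to 3760745, and were named after their values were seen. In all 4 lower genes that could be resolved, the no carbon library with the size factor of 1.03 held at least 80% of the normalized no carbon reads, with a median of 93.2% over the 3 in the block; without it these 3 were 3.34, 7.57 and 1.31 times lower in place of 27.8, 77.4 and 12.9. The state of 1 culture therefore may account for the block, which is a hypothesis found and tested on the same data; NCU05767 and *poi-2* had no carbon means above 100 and were not tried.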

How the results depend on the processing

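The alternatives that divide columns by their sums, use the classes of Data S1, leave out genes at 0 without carbon, sum regulon genes only, shorten the heat shock and ER lists or exchange 1 PMO gene were chosen only after the data were seen. No paired analysis was possible because the tables hold no column per sample. For the same reason the planned per-sample test with edgeR, its DESeq2 alternative, the fit without a low-count filter, the replicate block, leaving out each replicate over all genes and other splits of the samples were not run; 1 library was left out only for genes whose reads could be recovered. The *N. crassa* induced count stayed within 1.5 times under all 8 alternatives, from 161 with column totals to 255 at 2-fold, as did its lower count under all 7. The *A. nidulans* induced count did so under 7 of 8 and rose to 806 at 2-fold, where 298 of the main genes were kept; its lower count became 231 at 2-fold, 1 with 10 added and 4 with column totals. The summed fold of the crystalline cellulose classes in *N. crassa* was 495 with centred folds, 486 with 10 added, 363 with column totals, 487 on FPKM, 693 over regulon genes only and 343 without the highest gene, and in *A. nidulans* 74.9, 71.9, 65.9, 249, 269.8 and 52.2. Cellobiose dehydrogenase in *N. crassa* turned to 0.825 without *cdh-1*, leaving *cdh-2* alone. The gene-wise difference over all crystalline cellulose classes turned to 0.0739 with 10 added (p = 0.954, permutation) and 0.22 with a minimum mean of 10 (p = 0.872, permutation), and was -0.13 with centred folds, -0.39 with column totals, -1.85 without the PMO genes (p = 0.348, exact) and -1.10 with medians, none passing the threshold. The median difference of co-induced pairs was 0.55 with 10 added (p = 0.0263, permutation); under 5 other settings p stayed between 0.216 and 1.0. The β-glucosidase median of *A. nidulans* was 0.39 with 10 added and then lay at percentile 98.9 of random lists, against 97.2 in the main setting, and so passed the upper limit of the middle 95%. At 2-fold, 1 gene was induced in each of GH5 subfamily 5 and cellobiose dehydrogenase of *A. nidulans*, with an adjusted Fisher p of 0.118 in place of 0.0492 because more genes outside the lists passed; 5 were induced in O4 of *A. nidulans* and 2 in P5 of *N. crassa*. The leading PMO share on FPKM was 26.5% in *N. crassa* and 95.3% in *A. nidulans*, on counts of regulon genes only 25.97% and 94.5%, and mannanases by the classes of Data S1 numbered 2 in *N. crassa*. Direction and side of the threshold held for 95 other list medians, 100 other list counts and 30 other cluster counts, while 264 values of named genes moved and 483 did not. Unless stated, the cause was not tested. At this depth, 23 *N. crassa* and 87 *A. nidulans* genes at 0 without carbon have no fold; library reads were recovered only up to a chosen mean of 100.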

Differences from the paper's values

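The exchange of 1 PMO gene, the removal of genes at 0 without carbon, the sums over regulon genes only and the classes of Data S1 were chosen only after the result was seen.

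At the paper's thresholds, 298 *A. nidulans* genes were induced, against the paper's 295, and 194 *N. crassa* genes, against the paper's 193. With genes at 0 without carbon left out, a setting chosen after seeing the values that drops 0 of the paper's called genes, the counts were 295 and 193. A minimum overall mean of 10, set before the deposited tables were seen, also gave 193 in *N. crassa*. The 2-fold criterion gave 806 genes in *A. nidulans*, against the paper's 295 at 4-fold, while every other setting chosen before the deposited tables were seen lay within 1.5 times of the paper's counts.

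For PMO genes, 9 of 14 were induced in *N. crassa*, against the paper's 10, and 5 in *A. nidulans*, the paper's number, or 4 without 1 no carbon library, where AN1602 has 1.66 in log2 fold. The 2-fold criterion and the adjustment over the list alone also gave 9, and 10 was reached with NCU09764 in place of NCU05969, chosen after seeing the values, which drops 0 of the PMO genes in the regulon of Data S1. The paper's text pairs NCU09764 with the GH131 gene AN7598, so that exchange conflicts with its own class for the gene. The leading PMO gene of *A. nidulans* held 87.0% of the normalized counts of 8 genes, against the paper's more than 93% of FPKM. Over the 5 regulon genes, which are the ones with FPKM in Data S1, it held 95.3% of FPKM, a setting planned before the deposited tables were seen, and 94.5% of normalized counts, a setting chosen after seeing the values that drops 0 of the paper's called genes.

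Of the 39 *N. crassa* genes without a homolog, 16 were predicted to be secreted in Data S1, against the paper's 12, and 12 were both hypothetical and predicted to be secreted.

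The paper states that induction was greater in *N. crassa*, above all for classes that act on crystalline cellulose. Sums of normalized counts over GH7, GH6, PMO and GH5 endoglucanases went that way, while cellobiose dehydrogenase did not over all listed genes (334-fold against 516-fold) and did over regulon genes, which leave out *cdh-2*, both on FPKM (529.9-fold against 464-fold) and on counts (716-fold against 516-fold, chosen after seeing the values, dropping 0 called genes). Over regulon genes the PMO sums were nearly alike, 312-fold in *N. crassa* and 315-fold in *A. nidulans* on FPKM and 325-fold and 348-fold on counts. Gene by gene, over all 25 and 15 listed genes of the 5 classes, the mean log2 folds from normalized counts were 5.73 and 5.80. Those lists include genes that were not induced, more of them in *N. crassa*, so these means do not compare induced genes alone. The paper states that *clrA* and *clrB* showed specific induction, which here was a rise of 0.79 and 1.32 in log2 fold, both under the 4-fold criterion.

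The paper states that O2 genes were induced in both species, and 23 of 27 and 24 of 26 were; for O3, 9 of 9 and 7 of 9 were.

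The paper states that *A. nidulans* induced more xylanases, mannanases and pectate lyases. By gene number this held for mannanases (4 against 1) and pectate lyases (4 against 2), while xylanases of GH10 and GH11 were 4 in *A. nidulans* and 5 in *N. crassa*, with the same xylanase numbers by the classes of Data S1. Of other classes in Data S1, GH43 numbered 5 in *A. nidulans* and 3 in *N. crassa* and GH62 numbered 2 and 0, while GH51 and GH54 each numbered 0 and 1. The paper sets its statement beside the greater ability of *A. nidulans* to break down xylan, which was not analysed here. The paper places terrequinone genes among those without homologs, whereas 0 of the genes so marked in Data S1 are annotated to terrequinone, and *tdiA*, *tdiB* and *tdiD* carry the marks of clusters P5 and P6.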

Other observations

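The tests on neighbouring induced genes and on the ranks of abundant transcripts were chosen only after the result was seen.

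In *N. crassa*, *acu-3* (NCU04230), isocitrate lyase of the glyoxylate cycle, fell by 2.31 in log2 fold on Avicel (adjusted p 0.00212 in the authors' deposited table), and *acu-9* (NCU10007), malate synthase, had -2.01; over the list 1 of 4 genes fell, 2 when adjusted over the list alone. In *A. nidulans* none of 4 listed loci passed, and AN1918, listed from general knowledge as the locus of phosphoenolpyruvate carboxykinase, had 1.77 (adjusted p 0.0771 in the authors' deposited table). The mean log2 fold of the list differed by -1.91 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0857 over 15 lists), which did not pass after adjustment. Of the nitrate assimilation genes, the nitrite reductase gene *nit-6* (NCU04720) rose by 2.56 in *N. crassa* and its partners *nit-3* (NCU05298) and *nit-10* (NCU07205) had 0.57 and 0.37, while 0 of 3 *A. nidulans* genes passed. The endoglucanase gene *gh45-1* (NCU05121), the 1 member of GH45, rose by 4.14, a class the paper does not discuss. Both listed cellodextrin transporters were induced in each species. Counts adjusted over the list alone were the same for these lists except the first.

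Of the most abundant transcripts without carbon, *ccg-1* (NCU03753), whose promoter drives *clr-2* in the Pc2 strain, ranked 1 without carbon with 2.26% of the normalized counts and 8 on Avicel with 0.771%, a log2 fold of -1.10 (adjusted p 0.661 in the authors' deposited table). *eas* ranked 2 without carbon. In *A. nidulans*, AN4871 ranked 1 in both media, with 1.54% on Avicel and 3.40% without carbon. Of 5 starvation markers of *A. nidulans* listed from general knowledge before the deposited tables were seen, 2 fell, AN0472 by 0.90 and AN5558 by 1.38, and 0 of 2 did in *N. crassa*, where *atg-8* (NCU01545) had -0.43; adjusted over the list alone these counts were the same. Conidiation markers differed between the species by -0.48 in mean log2 fold (two-sided exact permutation test, p = 0.143, adjusted p = 0.214 over 15 lists), and 0 passed in either, against 2 that fell in each when adjusted over the list alone. No housekeeping gene of *N. crassa* passed, with *act* (NCU04173) at 0.26, a sign that turns when columns are divided by their sums, and 1 of 4 rose in *A. nidulans*, AN8041 by 0.61; adjusted over the list alone this was the same.

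Among *N. crassa* genes with an overall mean of at least 100, the strongest falls outside the block on chromosome VII were those of NCU03011 (-3.48), NCU07718 (-3.05), NCU00848 (-2.96) and NCU09734 (-2.95), and *cry* (NCU00582) fell by 2.41 (named after its value was seen). NCU11984, listed at 0 on Avicel and named after its value was seen, drew 85.2% of its normalized no carbon reads from the same library as that block. Induced *N. crassa* genes also lay near each other, with 55 neighbouring pairs among 192 placed genes against a mean of 19.4 in random sets (permutation p = 1e-04, the smallest that 10000 draws can give).

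For the *K*-means groups that the study drew with the Δ*clr-2* and Δ*clrB* strains, the median wild-type log2 fold was 6.09 over the 65 genes of Nc1, 3.31 over 42 of Nc2, 2.90 over 33 of Nc3 and 3.13 over 53 of Nc4. For *A. nidulans* it was 2.97 over 141 genes of An1, 4.12 over 40 of An2, 2.65 over 61 of An3 and 3.19 over 53 of An4. The groups rest on mutant samples not analysed here, and no test was made between them.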
